# Single-cell imaging and transcriptomic analyses of endogenous cardiomyocyte dedifferentiation and cycling

**DOI:** 10.1038/s41421-019-0095-9

**Published:** 2019-06-04

**Authors:** Yiqiang Zhang, Nuria Gago-Lopez, Ning Li, Zhenhe Zhang, Naima Alver, Yonggang Liu, Amy M. Martinson, Avin Mehri, William Robb MacLellan

**Keywords:** Mechanisms of disease, Cell growth, Cell growth

## Abstract

While it is recognized that there are low levels of new cardiomyocyte (CM) formation throughout life, the source of these new CM generates much debate. One hypothesis is that these new CMs arise from the proliferation of existing CMs potentially after dedifferentiation although direct evidence for this is lacking. Here we explore the mechanisms responsible for CM renewal in vivo using multi-reporter transgenic mouse models featuring efficient adult CM (ACM) genetic cell fate mapping and real-time cardiomyocyte lineage and dedifferentiation reporting. Our results demonstrate that non-myocytes (e.g., cardiac progenitor cells) contribute negligibly to new ACM formation at baseline or after cardiac injury. In contrast, we found a significant increase in dedifferentiated, cycling CMs in post-infarct hearts. ACM cell cycling was enhanced within the dedifferentiated CM population. Single-nucleus transcriptomic analysis demonstrated that CMs identified with dedifferentiation reporters had significant down-regulation in gene networks for cardiac hypertrophy, contractile, and electrical function, with shifts in metabolic pathways, but up-regulation in signaling pathways and gene sets for active cell cycle, proliferation, and cell survival. The results demonstrate that dedifferentiation may be an important prerequisite for CM proliferation and explain the limited but measurable cardiac myogenesis seen after myocardial infarction (MI).

## Introduction

The potential of cardiomyocytes (CMs) to proliferate is tightly developmentally controlled. The mammalian heart grows by hyperplasia during fetal life but this proliferative potential is lost in the adult. Neonatal CMs retain some proliferation capacity and can even regenerate lost myocardium after injury, but this ability is lost by 7 days after birth^1–4^. Adult CM (ACM) growth is typically hypertrophic; however, there is a very low, but measurable rate of new CM formation in adult hearts^1,5–8^. Although it has been much debated on the source of this proliferation and whether it is restricted to a subset of ACMs, the magnitude, an annual renewal rate of ~0.5–1% has now been accepted by most investigators^6,8–11^. Given the low rate of overall ACM renewal, detecting CM cell cycle progression especially cell division is challenging but crucial for future studies targeting endogenous CM regeneration. Recent strategies to quantitate new ACMs based on heavy isotope labeling appear to be more accurate than standard histology, but they require specialized expertise and equipment and are limited both in their throughput and ability to be combined with mechanistic studies. We sought to develop a simplified, high-throughput system that provides enhanced accuracy and facilitates the study of the cellular sources and mechanisms underlying CM renewal in adult mice.

Theoretically, new CMs could arise from the differentiation of resident cardiac progenitor cells (CPCs) or by the proliferation of pre-existing CMs^12,13^. CPCs are essential for normal cardiac development, but their role, if any, in adult hearts is disputed and uncertain^4,14–24^. Recent genetic cell fate tracking and clonal analyses demonstrated that new myocytes likely arise from pre-existing CMs. However, incomplete genetic labeling of ACMs in previous Cre/LoxP models and inefficient gene recombination inherent in “mosaic analysis with double markers” model have made the findings inconclusive^5,8^. In order to fully characterize endogenous myocyte renewal, we developed a new bi-transgenic αMHC-MCM;RFP^fl^/GFP system that has improved CM fate mapping^25,26^.

Dedifferentiation is a regressive process where specialized cells or tissues regain primitive phenotypes—this is critical for repair and regeneration in many lower vertebrates. While ACMs are known to be able to dedifferentiate and re-differentiate both in cell culture and when transplanted into post-infarct myocardium^27–31^, whether this happens in vivo and how to accurately quantify the magnitude of myocyte dedifferentiation is unknown. To address these limitations, we created a cardiac nucleus-specific reporter transgenic mouse *Tg(Myh6-H2BBFP6xHis)* referred to as the blue fluorescent protein (BFP) model. This BFP mouse model enabled the high-throughput quantification of ACMs and their dedifferentiation. BFP signal was highly expressed in ACMs but reduced in dedifferentiated ACMs and immature myocytes, such as those from neonatal hearts. When our BFP mice are bred to bi-transgenic αMHC-MCM;RFP^fl^/GFP mice, the new triple transgenic αMHC-MCM;RFP^fl^/GFP;BFP mice provide a genetic model to visualize and quantitate dedifferentiated CMs in vivo^5,8,12,18,19,21,29–33^. Using these novel transgenic models, we demonstrated that CM dedifferentiation occurs after cardiac injuries, and is associated with the enhanced ACM cycling in post-infarct hearts. Massive parallel single-nucleus RNA-seq (snRNA-seq) analysis revealed novel transcriptomes in the subset of CMs expressing specific transgene reporters consistent with dedifferentiation and active cell cycling. This model provides a useful tool to study the mechanisms controlling endogenous myocardial regeneration in injured hearts by combining high-throughput single-cell imaging and transcriptomic analyses.

## Results

### Minimal contribution of non-myocyte pools to cardiomyocyte renewal in post-infarct hearts

To determine the potential contribution of non-myocyte populations, including putative resident CPCs to CM renewal^1,5,8,18,19,21,29,31^, we generated a bi-transgenic αMHC-MCM;RFP^fl^/GFP mouse model by cross-breeding αMHC-MCM mouse with Rosa26-mT/mG reporter mouse (the latter referred to as RFP^fl^/GFP mouse for its dual-color reporters in red and green fluorescences) (Fig. 1a; and Supplementary Fig. S1a)^25,26^. This bi-transgenic mouse model has a tamoxifen-inducible, CM-specific GFP signal that is superior to previously reported systems^8,25,26,29^. More than 98% of CMs in tamoxifen-treated bi-transgenic adult mice irreversibly switched from RFP to GFP expression (Fig. 1b, c). Immunostaining revealed the co-expression of GFP signal with CM markers, such as α-myosin heavy chain (αMHC), Tropomyosin, α-sarcomeric actinin (α-SA), and troponin I (cTnI) (Supplementary Fig. S1b, c). After tamoxifen treatment, over 98% ACMs were GFP^+^; and there was a minor portion of CMs that co-expressed GFP and RFP (<1%), likely due to asymmetric gene recombination^34^ in ACMs that were binucleated (Fig. 1c). There was a barely detectable GFP^+^ population (<0.03%) among small non-myocytes, confirming that gene recombination was specific to ACMs, without leaky labeling of putative non-myocytes, such as CPCs or committed cardiac precursors. Therefore, the GFP population specifically identified the vast majority of pre-existing ACMs in tamoxifen-treated bi-transgenic mice.

**Fig. 1:**
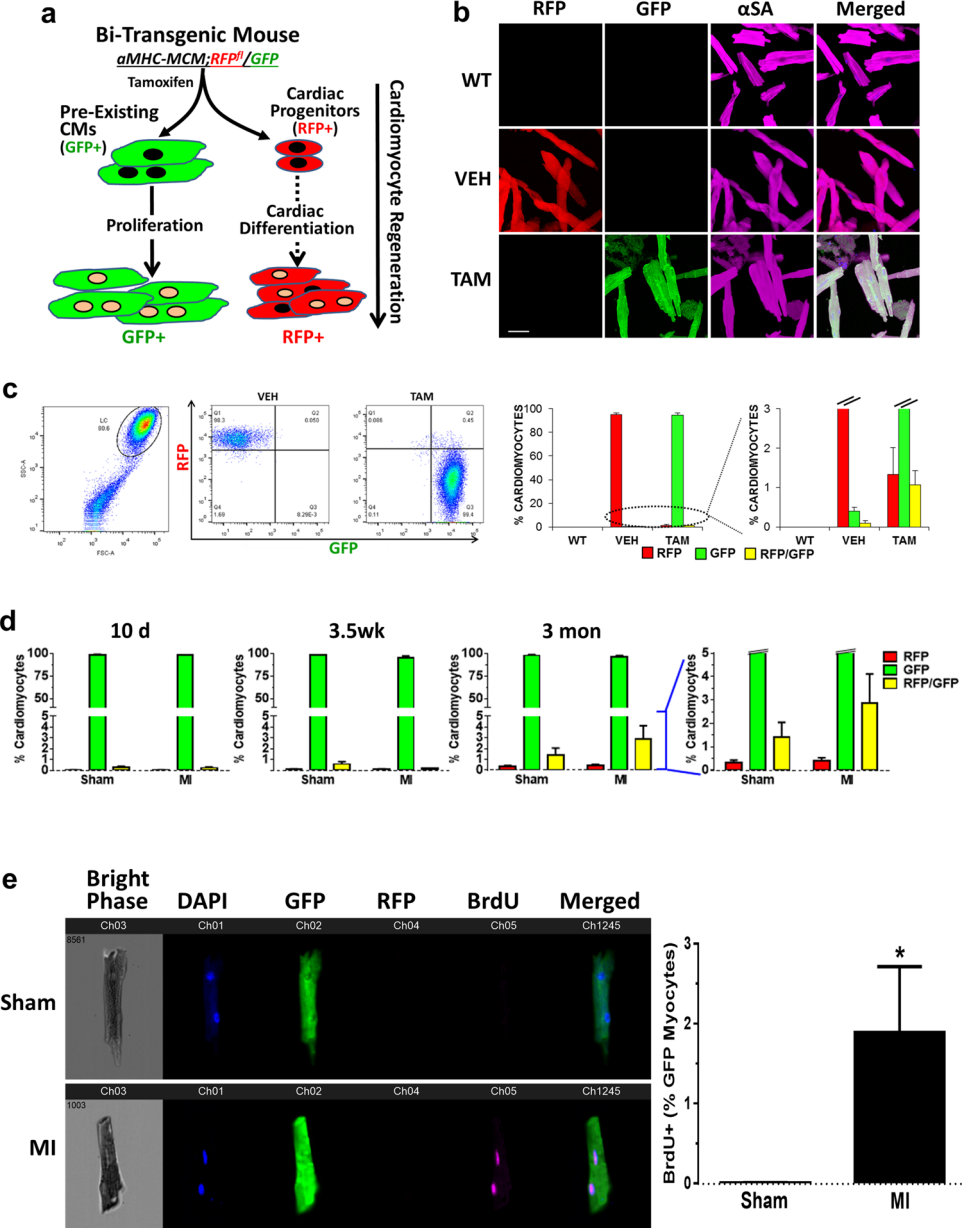
Non-cardiomyocyte pools do not contribute to CM renewal in post-infarct hearts of bi-transgenic mice. **a** Cardiomyocyte renewal can potentially originate from pre-existing cardiomyocytes (GFP^+^) or resident progenitors (RFP^+^) in tamoxifen-treated bi-transgenic αMHC-MCM;RFP^fl^/GFP mice. **b** α-sarcomeric actinin (αSA, magenta) immunostaining on myocytes isolated from bi-transgenic αMHC-MCM;RFP^fl^/GFP mice with tamoxifen (TAM) or vehicle (VEH) treatment, or cells from wild-type (WT) littermates. Scale bar = 50 µm. **c** Flow cytometry analysis showing the expression of GFP and RFP in myocytes isolated from hearts of bi-transgenic mice without (VEH) or with tamoxifen (TAM) treatment. The far-left panel shows the total ventricular populations containing small cells (non-myocytes), and larger cells (circled) that were either RFP^+^ (VEH; 2nd dot plot) or GFP^+^ (TAM; 3rd dot plot). *n* = 3 mice for each group. **d** Expression profile of GFP and RFP in cardiomyocytes from bi-transgenic mouse ventricles 10 days, 3.5 weeks, or 3 months after MI or Sham operation. Statistics: *p* > 0.05 in two-way ANOVA analysis (*n* = 3–4 mice for each group). **e** ImageStream analysis on total ventricle cells from 3.5-week post-MI or sham mice. GFP and RFP are shown in channel Ch02 and Ch04, respectively; and BrdU incorporation signal revealed by Alexa Fluor 647-conjugated antibody is shown in Ch05; nuclear staining (by DAPI) in Ch01; and the bright phase signal in Ch03. *n* = 3 mice (Sham or MI). *p < 0.05 in *t*-test

To determine if cardiac differentiation of any putative resident CPCs among the non-myocyte pool contributed to ACM renewal in post-infarct hearts, we induced myocardial infarction (MI) in tamoxifen-treated αMHC-MCM;RFP^fl^/GFP adult mice and followed them for the appearance of “new” RFP-positive cardiac myocytes. There was no significant change in the percentage of GFP^+^ cells among CMs up to 3 months after MI compared to sham-operated hearts (96.5% in MI versus 97.9% in Sham) (Fig. 1d). The amount of RFP^+^ CMs remained minimal, and showed no significant difference between sham and post-infarct hearts. To track ACM cell cycle activity, we labeled cycling cells in sham or post-MI bi-transgenic mice for 3.5 weeks via drinking water containing 5-bromo-2'-deoxyuridine (BrdU). BrdU^+^ GFP ACMs were significantly increased in post-infarct hearts compared to sham hearts as revealed by ImageStream, a multispectral, microscopy imaging-based flow cytometry analysis (Fig. 1e). No RFP^+^BrdU^+^ ACMs were detected in either post-MI or sham hearts (data not shown). These results are consistent with the notion that non-cardiomyocyte pools do not contribute to ACM renewal in post-infarct hearts and suggest that if new myocytes are formed they arise from pre-existing CMs^8^.

### Generation of a cardiac-specific nuclear BFP reporter mouse to visualize myocyte maturity and dedifferentiation

To track CMs with a real-time reporter of CM maturity, we generated an ACM nucleus-specific transgenic BFP mouse model. The *BFP* gene was fused in-frame to histone *H2B* gene under the control of cardiac-specific αMHC (*Myh6*) promoter. Therefore, only ACMs expressed BFP (Fig. 2a, b; and Supplementary Figs. S2 and S3). BFP^+^ nuclei also demonstrated strong co-expression of pericentriolar material 1 (PCM1) which has been used to identify ACM nuclei previously (Fig. 2c)^11^. Transgene expression did not adversely affect cardiac development or growth, and transgenic mice had normal cardiac histology and function (Supplementary Fig. S4). Approximately 35% of total ventricular nuclei were BFP^+^ when assayed by either imaging native BFP fluorescent signal, or by immune reactivity to BFP and polyhistidine-tag proteins (Supplementary Fig. S5). BFP signal was expressed in over 99% ACMs identified by the expression of α-SA or cardiac Troponin T (cTnT) (Fig. 2b; and Supplementary Figs. S2, S3, and S5). Analyses of a panel of major organs further confirmed the expression of BFP was specific to CMs (Supplementary Figs. S6 and S7). Comparable BFP^+^ populations were seen in the ventricles of young (1 month old) and adult (5 months old) hearts (Supplementary Fig. S8). Importantly, the BFP signal was developmentally regulated: minimally expressed in early neonatal CMs, but significantly augmented in ACMs (Fig. 2d; and Supplementary Fig. S9a and b). When isolated BFP ACMs were subjected to dedifferentiation cell culture conditions, BFP signal reduced rapidly within a week (Fig. 2e; and Supplementary Fig. S9c), consistent with the reduced αMHC expression in dedifferentiated CMs^29^. Therefore, BFP signal could potentially be used as a surrogate to visualize CM maturity, and BFP signal reduction in ACMs may reflect their dedifferentiation.

**Fig. 2:**
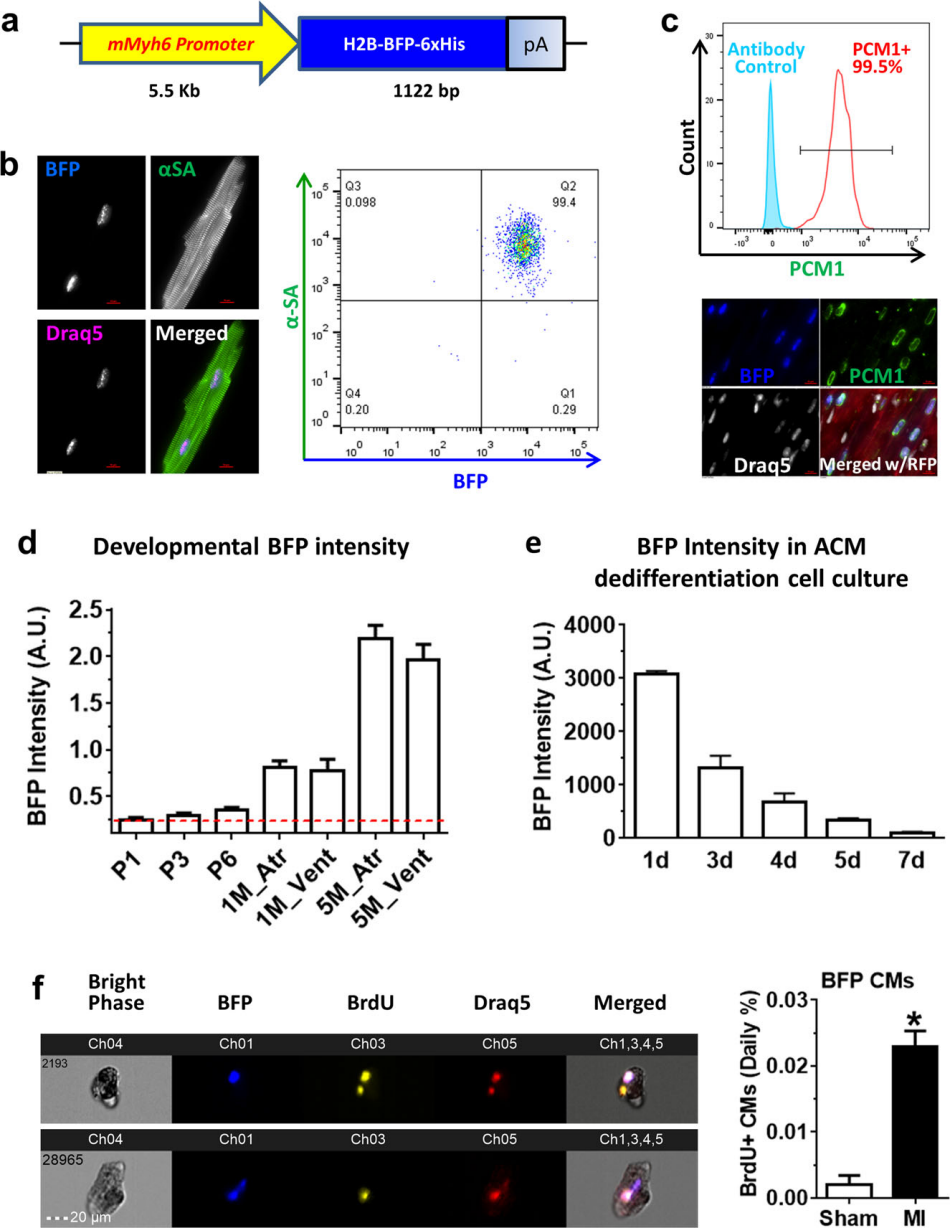
Creation of cardiomyocyte nucleus-specific transgenic BFP mice. **a** Gene construct for transgenic cardiac nuclear blue fluorescent protein (BFP) reporter mouse. A full-length mouse α-MHC (*mMyh6*) promoter drives an in-frame fusion gene containing *H2B*, *BFP*, and a tag of six histidines (6xHis). Scale bar = 10 μm. **b** Confocal images (left panels) and flow cytometry dot plot (right panel) showing cardiomyocyte nucleus-specificity of BFP signal. Native blue fluorescent signal from BFP transgene was found in cardiomyocytes identified by α-sarcomeric actinin (α-SA, green); nuclei were stained by Draq5 (magenta). Scale bar = 10 μm. For flow cytometry analysis, samples were gated on Draq5^+^ population and α-SA (Alexa Fluor 488) and native BFP signal was analyzed. **c** Upper panel: Flow cytometry histogram showing the expression of pericentriolar material 1 (PCM1) (Alexa Fluor 488) in BFP^+^ population in the total heart nuclei preparations. 98.8±0.9% BFP^+^ nuclei are PCM1^+^ (*n* = 3 mice). Lower panel: Confocal image showing the expression of PCM1 (green) and native BFP signal (blue) in ventricular tissue of transgenic mouse carrying BFP and Rosa26-mT/mG (RFP^fl^/GFP) transgenes. RFP expressed ubiquitously in all cells. Nuclei were stained with Draq5 (pseudo-white). Scale bar = 100 µm. **d** Native BFP signal intensity normalized to DNA content determined by Draq5 staining in heart tissues. *p* < 0.0001 with one-way ANOVA test. *n* = 3, 4, 3, 3, and 4 mice for P1, P3, P6, 1 month, and 5 months ages, respectively. **e** BFP signal determined by live cell imaging during adult CM dedifferentiation in cell culture. *p* < 0.0001 with one-way ANOVA test. *N* = 300–500 cells from three cell cultures. **f** ImageStream analysis of total ventricular cell preparations. Left panels: example BrdU^+^ BFP cardiomyocytes. BFP signal is shown in Ch01, BrdU incorporation signal in Ch03, nuclear staining (by Draq5) in Ch05, and the bright phase signal in Ch04. *p < 0.01 in *t*-test (*n* = 3 mice; Sham or MI)

To quantify ACM cycling in this model, we treated sham-operated or post-MI transgenic BFP mice with BrdU for 3.5 weeks. Approximately 30% BFP^+^ myocytes were lost in post-infarct hearts compared to sham as evaluated by ventricular BFP^+^ nuclei (Supplementary Fig. S10). In surviving myocytes, there was a significant increase (9.2-fold) of BFP^+^BrdU^+^ cells in post-MI hearts compared to sham mice (Fig. 2f). This labeling rate was comparable to previous isotope labeling studies when converted to similar pulsing period: 0.47% of all CMs in the whole-ventricle in our single-cell imaging analysis versus 1.2% specifically in the infarct border zone measured with multi-isotope imaging mass spectrometry (MIMS) analysis^8^.

### Increased dedifferentiated ACMs in post-infarct multi-reporter tri-transgenic mice

Next, we sought to identify ACM dedifferentiation in vivo by creating a tri-reporter mouse model. By crossbreeding the mouse model for permanent GFP labeling in CMs (αMHC-MCM;RFP^fl^/GFP model) with the mice that express a CM-specific, maturity/dedifferentiation reporter (BFP model), we created a triple-transgenic mouse model. In this model, dedifferentiation of pre-existing ACMs would be identified as GFP^+^BFP^low^ (or GFP^+^BFP^−^) cells (Fig. 3a).

**Fig. 3:**
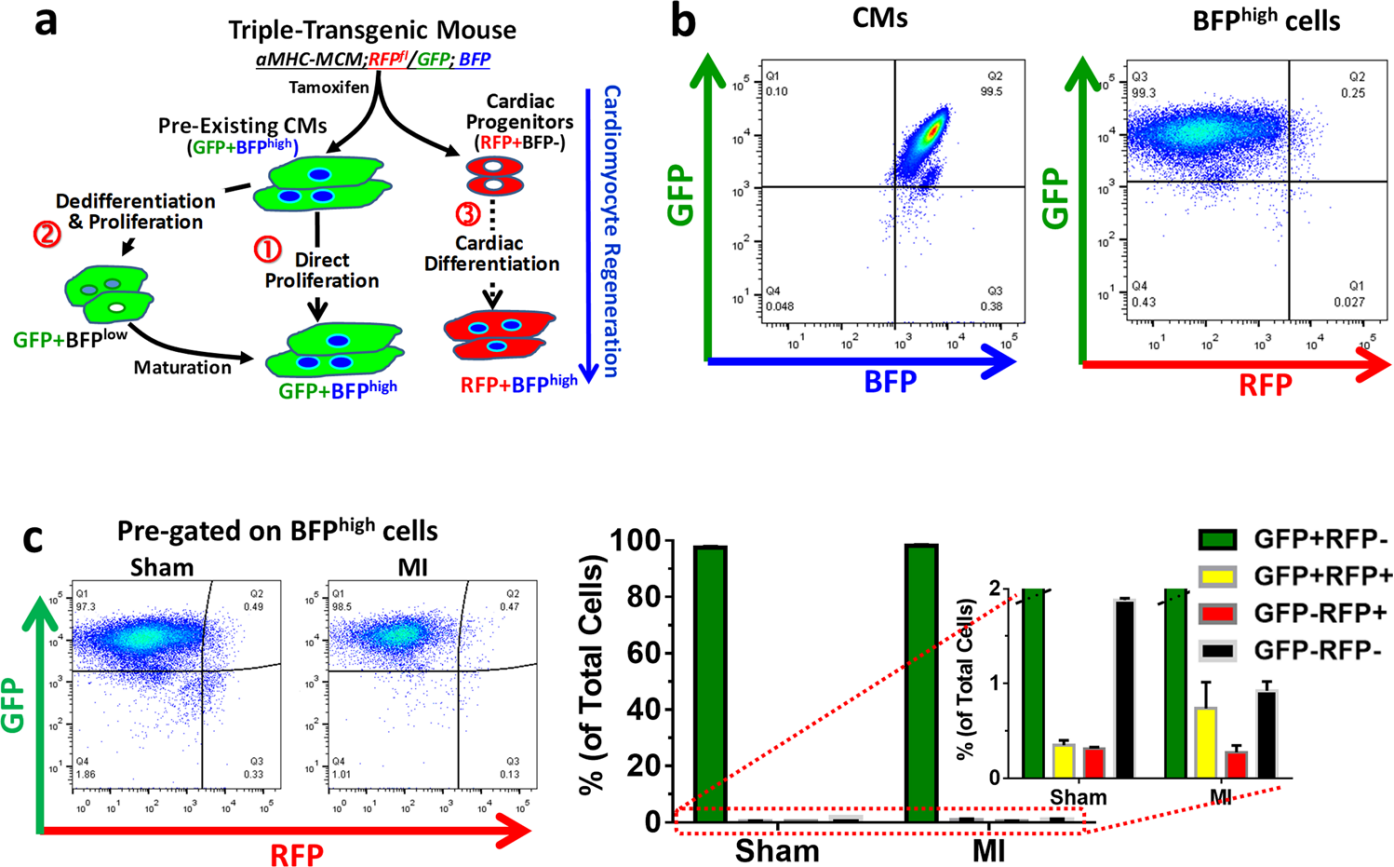
Adult cardiomyocyte renewal in post-infarct tri-transgenic mouse hearts. **a** Potential cellular mechanisms underlying endogenous CM renewal in the triple-transgenic mouse model. **b** Flow cytometry dot plot showing specific expression of both genetic GFP tag and BFP reporter in CM from mice after tamoxifen-induced gene recombination. Nuclei were stained with Draq5. The shown cell dot plot is pre-gated on BFP^high^ population. **c** Characterization of cell populations in tri-transgenic mouse hearts 1.5 weeks after Sham or myocardial infarction (MI). Nuclei were stained with Draq5. No significant changes in BFP myocytes with GFP or RFP reporter. *n* = 3 mice (Sham or MI)

After tamoxifen treatment, over 99% GFP^+^ CMs were BFP^+^ in tri-transgenic mice, and RFP^+^ BFP^+^ cells were minimal among ACMs (Fig. 3b). After MI, there was no significant change in GFP and RFP expression among BFP^+^ ACMs when compared to those in sham-operated hearts, consistent with our previous results (Fig. 3c). In total ventricular cells, only ~0.02% were RFP^+^BFP^+^ at baseline, which might represent the minimal RFP^+^ ACMs that had failed to undergo Cre/LoxP gene recombination. The RFP^+^BFP^+^ population remained minimal and not different between post-MI or sham hearts (Fig. 3c). Although ACMs suggestive of dedifferentiation have been shown in previous studies, definitive in vivo proof has been lacking. As shown in Fig. 4a, there was approximately a three-fold increase in the rare GFP^+^BFP^low^ population in post-MI hearts compared to sham hearts. The forward and side scatter indices (FSC and SSC, respectively) for GFP^+^BFP^low^ cells in post-MI hearts were significantly lower than those in sham-operated hearts (Fig. 4b, c), suggesting they were smaller and had rounder morphology.

**Fig. 4:**
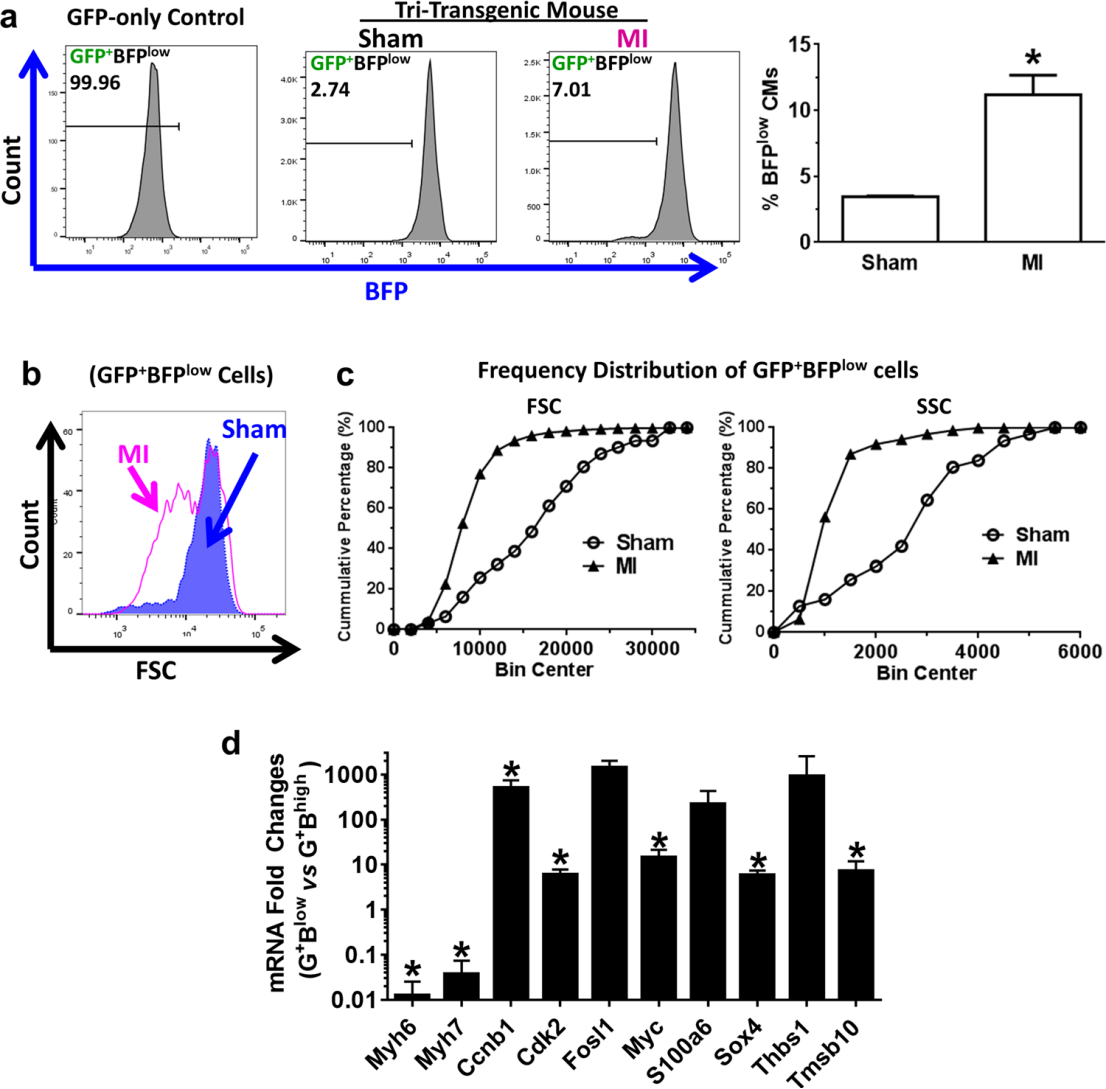
Increased dedifferentiation GFP myocytes in post-infarct tri-transgenic mouse hearts. **a** Left panels: flow cytometry histogram. GFP-only control heart cells were used to set the gate. Bar chart*:* Percentage of BFP^low^ cells among GFP^+^ myocytes in ventricles of 1.5-week post-MI or Sham hearts. *n* = 3 mice, *t*-test. *p < 0.05. **b** Representative forward side scatter (FSC) histograms of gated GFP^+^BFP^low^ populations in post-MI and Sham hearts. **c** Frequency distribution of FSC and side scatter (SSC) indices of GFP^+^BFP^low^ cells from post-MI or Sham hearts (*n* = 3 mice). One-way ANOVA test: *p* < 0.0001 for both FSC and SSC indices, comparing MI to Sham. **d** RT-qPCR analysis of gene expression in GFP^+^BFP^−^ (G^+^B^low^) myocytes compared to GFP^+^BFP^+^ (G^+^B^high^) myocytes isolated from post-infarct tri-transgenic mouse hearts. *p < 0.05, G^+^B^low^ vs. G^+^B^high^ (*n* = 3 mice)

Definitively identifying dedifferentiated CM is problematic, as no consensus exists on the specific molecular signatures. 

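The transcriptomes analysed here came from Illumina MouseRef-8 v2.0 BeadChips. On these, each transcript is read as the fluorescence intensity of beads that carry a probe for it. Total RNA of CM-enriched preparations was hybridized from 3 groups. These were 2 samples of embryonic CMs from fetal ventricles, 3 samples of normal ACMs and 3 samples of hypertrophic ACMs taken 7 days after an operation. The labels name no operation for the normal ACMs, so effects of the operation and of hypertrophy cannot be told apart. Samples of in vitro dedifferentiated CMs were not analysed here. Each array held 25697 probes, of which 23978 had 1 gene symbol and 1719 had none. Probes with a detection p-value under 0.05, the Illumina measure of signal over background, made up 51.63% and 51.61% of all probes on the 2 embryonic arrays. They made up 41.9%, 43.0% and 43.95% on the normal ACM arrays and 45.84%, 46.2% and 46.33% on the hypertrophic ACM arrays. The median intensity was 106.7 and 105.5 for embryonic CMs, 95.8, 99.0 and 98.7 for normal ACMs and 92.3, 99.9 and 97.5 for hypertrophic ACMs. The authors deposited an intensity without normalization and a detection p-value for each probe, and a second table of background-subtracted, quantile-normalized intensities from GenomeStudio. From the first table, background was corrected with the normal-exponential model of neqc, which inferred the background from the detection p-values, with an offset of 16. The arrays were then quantile-normalized on the log2 scale. Probes with a detection p under 0.05 on at least 2 of the 8 arrays were kept, and each gene was represented by its brightest kept probe, which left 9803 genes. The groups were compared by 1 limma fit to all 8 arrays, and p-values were adjusted by the Benjamini-Hochberg method. Differences are given as log2 differences from normal ACMs with their standard errors (SE), and genes passed at an adjusted p under 0.05. A gene below background on every array of a group has only a bound there and is given as at least N-fold. The bound sets the mean of the brighter group against the dimmer group's mean of the higher of each array's lowest detected signal and the probe's own. In addition, 25 lists of genes of cardiac biology and of other cell types were each tested against all other genes with camera of the same package, at a preset correlation between genes of 0.01. The number of arrays limits the precision. The sample labels and the paper's main text do not say, and the supplementary methods were not read here, whether the samples of a group came from separate animals, so the p-values measure only the spread between these samples, which may be technical.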

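Genes of cell division and of the fetal sarcomere were higher in embryonic CMs (n = 2 arrays) than in normal ACMs (n = 3), and most genes of oxidative metabolism and 12 of 22 genes of the adult sarcomere were lower. Tested as lists against the other genes, each of these passed with camera. None but DNA replication held with an estimated correlation (adjusted p = 0.0257), the others having an adjusted p of 0.0624 or, for fatty acid oxidation, 0.0870 with an estimated correlation. Myh7, the myosin heavy chain that predominates in the fetal mouse ventricle, had a log2 difference of 5.35 (SE 0.26, adjusted p = 7.19e-07 from limma). Myh6, the myosin heavy chain of the adult ventricle, had a log2 difference of -1.95 (SE 0.16, adjusted p = 1.61e-05 from limma). Tnni1, the slow skeletal troponin I of the fetal heart, was below background on every normal ACM array and was at least 51.4-fold higher in embryonic CMs, while its adult counterpart Tnni3 stood at -2.18 (SE 0.23). Of 9803 genes, 2573 were higher and 2226 were lower. Other large increases were in the histone H2A gene H2ac15, at 7.33 (SE 0.30), whose probe may read near-identical copies, in the growth factor Mdk, at 7.10 (SE 0.25), and in the heparan sulfate proteoglycan Gpc3, at 6.90 (SE 0.20). Large decreases were in Rpl3l, a ribosomal protein of striated muscle, at -8.22 (SE 0.17), in Ckmt2, the mitochondrial creatine kinase of muscle, at -7.23 (SE 0.15), and in the lipid droplet protein Plin5, at -6.06 (SE 0.19). Plin5 was above background on 1 of the 2 embryonic arrays.

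All 26 measured genes of mitosis and cytokinesis were higher, with the same count adjusted over the list alone (adjusted p = 6.05e-16 from camera, adjusted p = 0.0624 with an estimated correlation). Among them, Prc1, which bundles the microtubules of the central spindle, stood at 6.92 (SE 0.31) and Birc5, a subunit of the chromosomal passenger complex, at 5.90 (SE 0.20). Prc1 was above background on 2 and Birc5 on 1 of the 3 normal ACM arrays. Of 40 listed mitosis genes, 26 were measured, 11 of them with only a bound. For DNA replication these numbers were 36, 28 and 9, and for the chromatin and stemness-associated regulators below 27, 17 and 7. A gene detected on the 2 embryonic arrays alone could enter, so the filter favoured genes that were high there, and these counts are partly set by it. All 28 genes of DNA replication were higher, again also adjusted over the list alone (adjusted p = 2.11e-15 from camera, adjusted p = 0.0257 with an estimated correlation), such as Uhrf1, which couples replication to DNA methylation, at 5.49 (SE 0.26). E2f1, a transcription factor of S phase entry, was at least 28.2-fold higher. Of single cell cycle genes that the paper names, Cdk2 stood at 3.04 (SE 0.19), Anln at 5.63 (SE 0.34) and Ccnd3 at 2.45 (SE 0.15). Anln was above background on 1 of the normal ACM arrays. Of 17 fetal sarcomere and cytoskeleton isoforms, 15 were higher, 1 was lower and 1 did not pass, with the same counts adjusted over the list alone (adjusted p = 5.90e-08 from camera, adjusted p = 0.0624 with an estimated correlation). The lower one was the skeletal actin Acta1, at -2.12 (SE 0.40), named after its value was seen. Actb, also named after its value was seen, counted as higher through its brightest probe, at 1.57 (SE 0.25). Of its other kept probes, 2 passed in the opposite direction. Of 17 chromatin and stemness-associated regulators, 15 were higher and 2 did not pass, also adjusted over the list alone (adjusted p = 2.57e-08 from camera, adjusted p = 0.0295 with an estimated correlation). They included the fetal RNA-binding protein Igf2bp3, at least 44.3-fold higher, and the imprinted genes Mest and Dlk1, at least 89.6-fold and at least 26.7-fold higher. Without embryonic replicate 2, 9 of 13 were higher. Of 57 ribosomal protein genes, 44 were higher and 12 did not pass, with the same counts adjusted over the list alone (adjusted p = 1.83e-09 from camera, adjusted p = 0.0870 with an estimated correlation). Rpl3 stood at 2.43 (SE 0.18), and its muscle paralog Rpl3l was the 1 lower gene.

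Of 31 fatty acid oxidation genes, 27 were lower, 1 was higher and 3 did not pass, with the same counts adjusted over the list alone (adjusted p = 1.52e-10 from camera, adjusted p = 0.0870 with an estimated correlation). The fatty acid transporter Slc27a1 stood at -3.46 (SE 0.19) and Decr1, an enzyme of unsaturated fatty acid oxidation, at -3.19 (SE 0.21). The higher gene was the thioesterase Acot1, at 1.04 (SE 0.37), named after its value was seen, and its call was lost without either embryonic replicate, normal ACM replicate 1 or hypertrophic ACM replicate 1 or 3 (adjusted p up to 0.184 from limma). Of 37 genes of the respiratory chain and ATP synthase, 31 were lower and 6 did not pass, and 34 were lower adjusted over the list alone (adjusted p = 7.54e-09 from camera, adjusted p = 0.0624 with an estimated correlation). The muscle isoform Cox7a1 stood at -2.12 (SE 0.16). Without embryonic replicate 2, 20 of the 37 were lower. Of 23 genes of the TCA cycle and pyruvate metabolism, 18 were lower, 1 was higher and 4 did not pass, and 19 were lower and 2 higher adjusted over the list alone (adjusted p = 2.00e-05 from camera, adjusted p = 0.0624 with an estimated correlation). Dlat and Ogdh, subunits of the pyruvate and oxoglutarate dehydrogenases, stood at -2.89 (SE 0.23) and -2.87 (SE 0.29), and Idh3b was the higher gene, at 1.87 (SE 0.21). There were 2 higher genes without hypertrophic ACM replicate 1 or 3. Of 22 adult sarcomere genes, 12 were lower, 1 was higher and 9 did not pass, with the same counts adjusted over the list alone (adjusted p = 0.00103 from camera, adjusted p = 0.0624 with an estimated correlation). The Z-disc genes Tcap and Ldb3 stood at -3.38 (SE 0.24) and -3.08 (SE 0.32), and Tpm1 was the higher gene, at 2.21 (SE 0.35), with 2 without normal ACM replicate 1. Of 28 genes of ion channels and calcium handling, 18 were lower, 3 were higher and 7 did not pass, and 19 were lower and 3 higher adjusted over the list alone (adjusted p = 0.0010 from camera, adjusted p = 0.0784 with an estimated correlation). The pacemaker channel Hcn2 was at least 17.1-fold lower and the potassium channels Kcnd2 and Kcnj3 stood at -2.66 (SE 0.20) and -1.52 (SE 0.26). The higher ones were Gja5, at 5.32 (SE 0.26), Cacna1h, at 4.96 (SE 0.33), and Kcne1, at 2.32 (SE 0.61). Cacna1h was above background on 1 of the normal ACM arrays. Kcne1 was named after its value was seen, and its call was lost without embryonic replicate 1 or 2 (adjusted p up to 0.0582 from limma).

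Genes of the extracellular matrix were higher in embryonic CMs as well, with 24 of 31 higher, 1 lower and 6 not past the test, and 27 higher adjusted over the list alone (adjusted p = 2.57e-08 from camera, adjusted p = 0.185 with an estimated correlation). Elastin (Eln) stood at 5.82 (SE 0.23) and Col5a1 at 4.67 (SE 0.26). The lower gene was Tgfb1, at -0.77 (SE 0.17), named after its value was seen, which was lost without embryonic replicate 2 (adjusted p = 0.0584 from limma) and reversed by median scaling. Markers of other cell types moved with these groups, and the fibroblast list shares genes with the matrix list. Of 16 fibroblast markers, 10 were higher and 1 lower, against 11 and 2 adjusted over the list alone (adjusted p = 0.0416 from camera, adjusted p = 0.621 with an estimated correlation, adjusted p = 0.139 without normal ACM replicate 1). Gsn was the lower one, at least 3.09-fold, named after its value was seen, and 3 were lower without normal ACM replicate 1. Of 18 endothelial markers, 11 were higher and 2 lower, with the same counts adjusted over the list alone (adjusted p = 0.0114 from camera, adjusted p = 0.621 with an estimated correlation, adjusted p = 0.0550 under median scaling). Plvap stood at 3.21 (SE 0.20), and the lower ones were Ly6c1, at -3.94 (SE 0.35), and Robo4, at -0.94 (SE 0.20). Robo4 was named after its value was seen and was lost without embryonic replicate 2 (adjusted p = 0.0521 from limma). Of 9 erythroid markers, 6 were higher, also adjusted over the list alone (adjusted p = 0.0118 from camera, adjusted p = 0.253 with an estimated correlation, adjusted p = 0.0758 under median scaling and 0.181 with a stricter detection filter), with the alpha globin Hba-a1 at 7.05 (SE 1.40). Of 11 epicardial markers, 7 were higher, also adjusted over the list alone (adjusted p = 0.0416 from camera, adjusted p = 0.170 with an estimated correlation), such as Wt1 at 3.08 (SE 0.50), which was above background on 2 of the normal ACM arrays. That call was lost without embryonic replicate 1 (adjusted p = 0.0568 from camera), embryonic replicate 2 (0.0692) or normal ACM replicate 3 (0.0569), where 3 of 10, 4 of 9 and 4 of 11 were higher. Of 18 leukocyte markers none passed with limma, and 1 was higher and 1 lower at an unadjusted p under 0.05. Normal ACM replicate 2 stood above the other normal ACM arrays in these markers, and without it 8 of 17 were higher and 2 lower, while without normal ACM replicate 1 none was higher and 3 were lower. Without embryonic replicate 1, 1707 genes were higher. Scaling each array to its median in place of quantile normalization put the median log2 difference of all genes at 0.52 and gave 4561 higher and 1117 lower genes.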

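In hypertrophic ACMs (n = 3 arrays), 24 of 31 genes of the extracellular matrix, 12 of 16 fibroblast markers and 8 of 17 markers of hypertrophy were higher than in normal ACMs (n = 3). The matrix list shares genes with the other 2 lists. Of 31 fatty acid oxidation genes, 3 were lower, and as a list they stood below the other genes with camera. With an estimated correlation the hypertrophy list held (adjusted p = 0.0284), and the lists of matrix genes (adjusted p = 0.0624), fibroblast markers (adjusted p = 0.0870) and fatty acid oxidation genes (adjusted p = 0.134) did not. Without hypertrophic ACM replicate 2, 5 fibroblast and 5 hypertrophy markers were higher, and without replicate 3, 5 fibroblast markers. None of the 3 calls in fatty acid oxidation held without either of these arrays, 1 gene was lower without normal ACM replicate 3, and 5 were lower without replicate 2. Col1a1, a chain of type I collagen, had a log2 difference of 4.92 (SE 0.51, adjusted p = 0.00118 from limma). Lox, which cross-links collagen and elastin, was below background on every normal ACM array and was at least 14.6-fold higher in hypertrophic ACMs. Myh7 was higher by 2.08 (SE 0.23, adjusted p = 0.0016 from limma), while Myh6 stood at -0.05 (SE 0.15) and did not pass. In all, 376 genes were higher and 179 were lower, and the 2 groups did not overlap in 25.3% of the genes tested, against 10% by chance. Other large increases were in the microfibril protein Mfap5, at 4.67 (SE 0.33), in Timp1, an inhibitor of matrix metalloproteinases, at 4.36 (SE 0.31), in the enolase Eno2, at 4.12 (SE 0.26), and in the secreted glycoprotein Fstl1, at 3.68 (SE 0.23). Eno2 was above background on 1 and Col1a1 on 2 of the normal ACM arrays. Among the decreases were the scaffold protein Iqgap2, at -1.99 (SE 0.30), Ano10, at -1.97 (SE 0.25), the heat shock co-chaperone Dnajb1, at -1.60 (SE 0.25), and the ADP receptor P2ry1, at -1.59 (SE 0.23). Iqgap2 was above background on 2 of the hypertrophic ACM arrays.

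Of 31 extracellular matrix genes, 24 were higher and 7 did not pass, and 25 were higher adjusted over the list alone (adjusted p = 2.02e-27 from camera, adjusted p = 0.0624 with an estimated correlation). Eln stood at 3.41 (SE 0.21) and Col5a1 at 3.32 (SE 0.23). Fibroblast markers were higher beside them, with 12 of 16 past the test and 14 adjusted over the list alone (adjusted p = 3.58e-14 from camera, adjusted p = 0.0870 with an estimated correlation). Col3a1 stood at 3.63 (SE 0.37) and the small proteoglycan Lum at 2.25 (SE 0.21). As listed, the matrix and fibroblast lists share Col1a1, Col1a2, Col3a1, Col14a1, Dcn, Fbln1, Lum, Mfap5 and Postn, so their counts are not separate results. The 7 fibroblast markers outside Table S1 and the matrix list had a median log2 difference of 1.45. Of the 16, 5 were higher without hypertrophic ACM replicate 2 or 3. Of 18 endothelial markers, 2 were higher, Plvap at 1.56 (SE 0.18) and Vwf at 1.27 (SE 0.31), and 4 adjusted over the list alone (adjusted p = 6.20e-04 from camera, adjusted p = 0.501 with an estimated correlation, adjusted p = 0.0757 without normal ACM replicate 1). Without any 1 array other than normal ACM replicate 3, 1 of them was higher. None of 18 leukocyte markers passed with limma, and 4 were higher and none lower at an unadjusted p under 0.05. Normal ACM replicate 2 stood above the other normal ACM arrays in these markers, and without it 7 of 17 were higher and none lower, and 15 were higher at an unadjusted p under 0.05. As a list they passed (adjusted p = 0.0131 from camera, adjusted p = 0.621 with an estimated correlation), and the call was lost without normal ACM replicate 1 (adjusted p = 0.337), normal ACM replicate 3 (0.112) or hypertrophic ACM replicate 3 (0.0550). Tested against no change rather than against the other genes, with fry of limma, the endothelial and leukocyte lists did not pass (adjusted p = 0.168 and 0.541).

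Of 17 hypertrophy marker genes, 8 were higher and 9 did not pass, and 9 were higher adjusted over the list alone (adjusted p = 4.06e-09 from camera, adjusted p = 0.0284 with an estimated correlation). The actin cross-linker Actn1 stood at 1.49 (SE 0.25), the LIM protein Fhl1 at 1.36 (SE 0.17) and the matricellular protein Ccn2 at 1.41 (SE 0.19). Ccn2, Tgfb2 and Timp1 are in the matrix list too. Of the 17, 5 were higher without hypertrophic ACM replicate 2. The natriuretic peptide gene Nppb passed at 0.81 (SE 0.16), and was lost without normal ACM replicate 3 or any 1 of the hypertrophic ACM replicates (adjusted p up to 0.0896 from limma). Nppa stood at 0.60 (SE 0.29) and the skeletal actin Acta1 at 1.17 (SE 0.36), and neither passed. Actn1, Tgfb2, Nppb, Nppa and Acta1 were named here after their values were seen. Of 17 fetal sarcomere and cytoskeleton isoforms, 6 were higher, 1 was lower and 10 did not pass, and 9 were higher and 2 lower adjusted over the list alone (adjusted p = 1.05e-04 from camera, adjusted p = 0.0870 with an estimated correlation). The intermediate filament protein Vim stood at 2.54 (SE 0.37) and the non-muscle myosin Myh10 at 1.24 (SE 0.18), and the lower gene was the smooth muscle actin Acta2, at -1.12 (SE 0.23). Without embryonic replicate 2, 3 of 16 were higher. Acta2 was lost without that array, without normal ACM replicate 1 or 3 or without hypertrophic ACM replicate 1 or 2 (adjusted p up to 0.102 from limma). Of 22 adult sarcomere genes, 2 were higher and 20 did not pass, and 3 were higher adjusted over the list alone (adjusted p = 0.0211 from camera, adjusted p = 0.120 with an estimated correlation, adjusted p = 0.0638 without normal ACM replicate 2, adjusted p = 0.154 under median scaling). They were Synpo2l, at 1.84 (SE 0.18), and desmin (Des), at 1.06 (SE 0.17). Of 10 markers of atrial CMs, 3 were higher, Clu at 1.92 (SE 0.21), Dkk3 at 2.39 (SE 0.50) and Myl4 at 1.72 (SE 0.42), with the same count adjusted over the list alone (adjusted p = 0.0240 from camera, adjusted p = 0.257 with an estimated correlation, adjusted p = 0.0728 without hypertrophic ACM replicate 3). Of the 10, 1 was higher without hypertrophic ACM replicate 1.

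Of 26 genes of mitosis and cytokinesis, 5 were higher and 21 did not pass, and 8 were higher adjusted over the list alone (adjusted p = 6.18e-05 from camera, adjusted p = 0.185 with an estimated correlation). Prc1 stood at 2.12 (SE 0.28), Birc5 at 1.15 (SE 0.18) and Cdca3, named after its value was seen, at 0.99 (SE 0.22), while Cdk1 was at least 2.49-fold and Kif22 at least 1.75-fold higher. Birc5 and Cdca3 were above background on 1 and Prc1 on 2 of the normal ACM arrays, as was Dkk3 on 2. Mitosis genes that were higher numbered 3 without embryonic replicate 1 or 2, normal ACM replicate 1 or hypertrophic ACM replicate 3, and 2 without normal ACM replicate 3 or hypertrophic ACM replicate 2. Of 28 DNA replication genes, 3 were higher and 25 did not pass, and 5 were higher adjusted over the list alone (adjusted p = 0.0131 from camera, adjusted p = 0.134 with an estimated correlation, adjusted p = 0.069 under cyclic loess). They were Uhrf1, at 1.12 (SE 0.23), Chaf1a, at 0.60 (SE 0.14), and E2f1, at least 1.35-fold. Of these calls none held without hypertrophic ACM replicate 2, and 1 gene was higher without either embryonic replicate, normal ACM replicate 1 or 3 or hypertrophic ACM replicate 3. Cdk2, at 0.27 (SE 0.17), and Anln, at 0.82 (SE 0.30), did not pass. Fibroblast markers were higher in the same comparison, and which cells held the mitosis and replication transcripts was not tested. Of 17 chromatin and stemness-associated regulators, 2 were higher, the imprinted genes Igf2, at 1.85 (SE 0.45), and Mest, at least 1.55-fold, with the same count adjusted over the list alone (adjusted p = 0.0416 from camera, adjusted p = 0.170 with an estimated correlation). That list was lost without embryonic replicate 1 (adjusted p = 0.0640 from camera) or 2 (0.0647), normal ACM replicate 1 (0.0757) or 3 (0.0739) or hypertrophic ACM replicate 3 (0.119), and under each other normalization run (adjusted p up to 0.184 under cyclic loess). Without hypertrophic ACM replicate 2 neither call held, and 1 of the list was higher without either embryonic replicate, normal ACM replicate 1 or hypertrophic ACM replicate 3. Of 31 fatty acid oxidation genes, 3 were lower and 28 did not pass, and 14 were lower adjusted over the list alone (adjusted p = 5.90e-08 from camera, adjusted p = 0.134 with an estimated correlation). The lower ones were Decr1, at -1.07 (SE 0.19), the transcription factor Ppara, at -0.93 (SE 0.18), and the carnitine transporter Slc22a5, at -0.84 (SE 0.15), none of them called without hypertrophic ACM replicate 2 or 3. There were 5 lower genes without normal ACM replicate 2 and 1 without replicate 3.

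Single calls in hypertrophic ACMs were less firm. Leaving out 1 array ended the calls of Cdca3, Cdk1, Kif22, Chaf1a, E2f1, Uhrf1, Igf2, Mest, Decr1, Ppara, Slc22a5, Acta2, Dkk3, Myl4, Vwf and Tgfb2, each of them without at least 1 of the arrays, and each of the 8 arrays ended at least 1 of these calls. The highest adjusted p from limma was 0.162, for Vwf, and Chaf1a was lost without any 1 of the 8 arrays (adjusted p from 0.0611 to 0.124). Without hypertrophic ACM replicate 2, 176 genes were higher and 49 lower, and without replicate 3, 190 and 49. The count of lower genes was 91 and 83 without embryonic replicates 1 and 2, and 115 and 88 without normal ACM replicates 1 and 3. A fit of only the 2 groups gave 229 higher and 71 lower genes, and median scaling gave 80 lower ones. Of the other ways to split the 6 arrays into 3 and 3, each gave 4 to 11 lists past the threshold, against 12 in the real comparison.

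**Figure D1:**
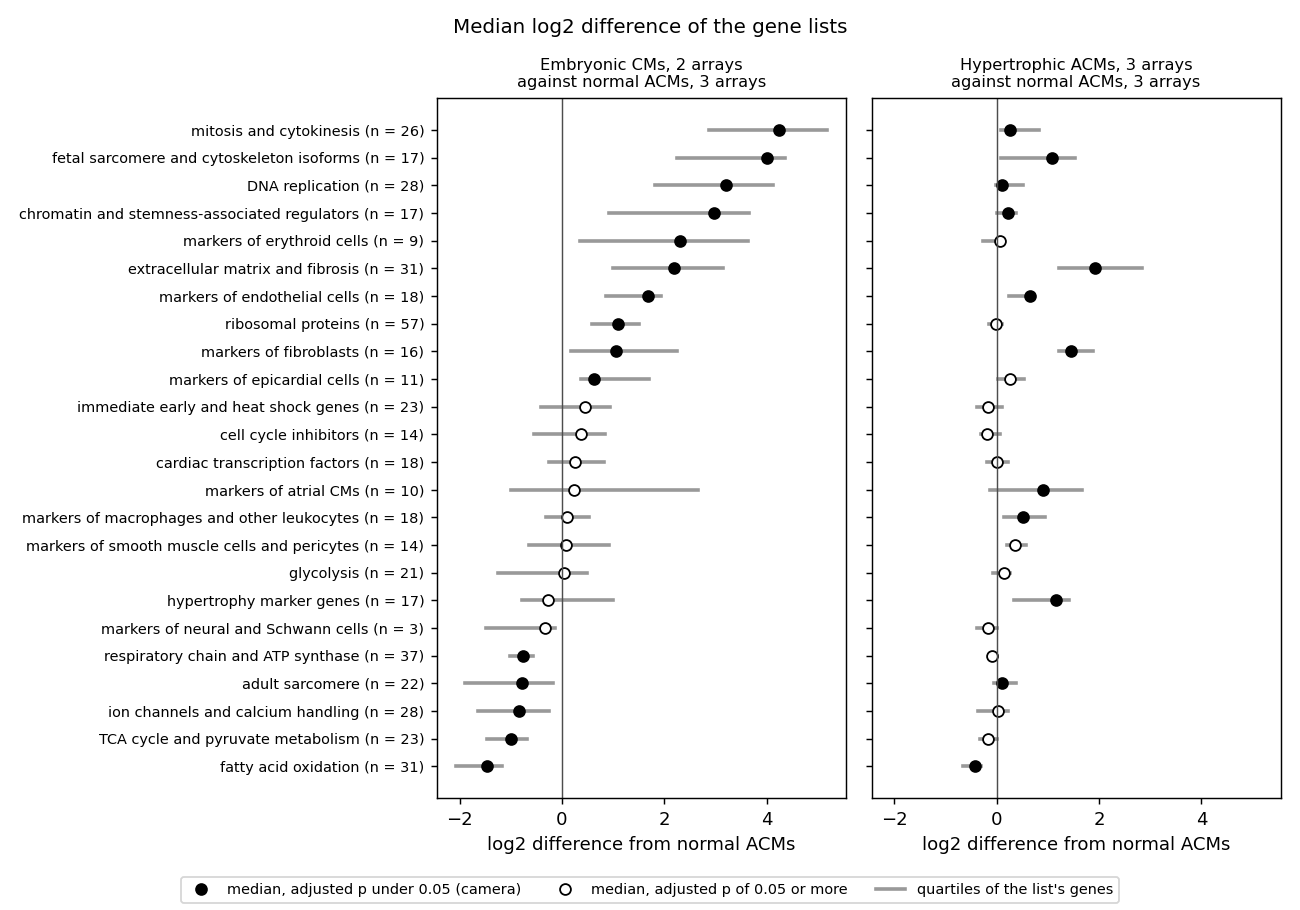
Median log2 difference from normal ACMs of the genes of each list in embryonic CMs (left) and hypertrophic ACMs (right), on the same scale, with bars from the first to the third quartile of the list's genes, the number of genes in parentheses and filled dots at an adjusted p under 0.05 from camera with the preset correlation. Sex-linked genes are left out, and genes below background in a group enter at their fitted value, which is no bound. Mitosis genes had a median of 4.25 in embryonic CMs (3.73 with such genes at their bound), and extracellular matrix genes had a median of 1.92 in hypertrophic ACMs (1.71 at the bound).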

To identify genes that were unique to the dedifferentiated state, we performed whole-transcriptome analysis on in vitro dedifferentiated CM, embryonic CMs, normal ACMs or hypertrophic ACMs. Dedifferentiated CMs displayed a distinct transcriptional profile (Supplementary Fig. S11). 

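Tmsb10, which binds actin monomers, and Col1a1 were among the Supplementary Table S1 genes with the largest differences from normal ACMs in both other groups. In embryonic CMs (n = 2 arrays, against 3 of normal ACMs), Tmsb10 had a log2 difference of 5.15 (SE 0.49, adjusted p = 3.70e-05 from limma). In hypertrophic ACMs (n = 3) it was 2.06 (SE 0.44, adjusted p = 0.0301 from limma), a call lost without either embryonic replicate or without hypertrophic ACM replicate 2 or 3 (adjusted p from 0.0510 to 0.114). S100a6, a calcium-binding protein, had a log2 difference of -0.13 (SE 0.32) in embryonic CMs and did not pass, and one of 2.95 (SE 0.29, adjusted p = 9.05e-04 from limma) in hypertrophic ACMs. It was above background on 2 of the 3 normal ACM arrays. Myc was at least 1.19-fold higher in embryonic CMs, a call lost without background correction (log2 difference 0.25), and in hypertrophic ACMs it was below background, as in normal ACMs. Sox4, which was below background on every normal ACM array, did not pass in either group, and Fosl1 had no probe above the detection filter.

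Table S1 holds 103 probe sets, of which 96 list 1 gene, for 82 genes. Of these, 69 were named on the arrays and 58 were measured. The 7 probe sets that list several genes were left out, and with their genes 35 of 62 were higher in embryonic CMs and 16 in hypertrophic ACMs. No probe of the arrays analysed here had several gene symbols, so Table S1 may come from another platform and other normal ACM samples. In embryonic CMs, 31 of the 58 were higher than in normal ACMs, 4 were lower and 23 did not pass, and 32 were higher and 4 lower adjusted over the list alone. Beside Tmsb10 they included the glycoprotein Pdpn, at 4.17 (SE 0.36), the tubulin Tubb5, at 4.00 (SE 0.32), Prelid1, a mitochondrial lipid transfer protein, at 3.45 (SE 0.23), and cofilin (Cfl1), at 3.07 (SE 0.35). Cfl1 was above background on 2 of the 3 normal ACM arrays. Actb, named after its value was seen, was among the 31 through its brightest probe, while 2 of its other kept probes passed in the opposite direction. The lower ones were Csf1, at least 2.83-fold, Mtmr10, at -0.95 (SE 0.31), Slc19a2, at -0.80 (SE 0.21), and Selenos, at -0.50 (SE 0.16). Of these, 2 were lower without embryonic replicate 1 or 2 or without normal ACM replicate 2 or 3, and 1 under median scaling, which turned Slc19a2 and Selenos to values above 0. In hypertrophic ACMs, 15 of the 58 were higher than in normal ACMs and 43 did not pass, and 19 were higher and 1 lower adjusted over the list alone. None was lower over all genes with limma, and 3 were at an unadjusted p under 0.05. Without hypertrophic ACM replicate 1, 1 was lower. Beside Col1a1, Lox and S100a6, they included the matrix proteoglycan Bgn, at 3.08 (SE 0.35), the sphingosine kinase Sphk1, at 2.29 (SE 0.35), Pdpn, at 1.91 (SE 0.33), and the receptor Tnfrsf12a, at 1.78 (SE 0.29). Sphk1 was above background on 1 of the normal ACM arrays, and its other kept probe did not pass. Pdpn was lost without hypertrophic ACM replicate 2 (adjusted p = 0.0563) or 3 (0.0505), and Tnfrsf12a without replicate 2 (0.0504, all from limma). Thy1 was lost without normal ACM replicate 1 or 3 or hypertrophic ACM replicate 2 or 3 (adjusted p up to 0.0735 from limma). Without replicate 2, 6 Table S1 genes were higher, and without replicate 3, 7. Of the 15, Bgn, Col1a1, Lox and Thy1 are also in the lists of extracellular matrix genes or fibroblast markers, and the 16 fibroblast markers had a median log2 difference of 1.46 in the same comparison. Of the 58 genes, 13 were higher in both groups, 33 in either and 25 in neither. The list as a whole stood above the other genes in embryonic CMs (p = 9.24e-06 from camera, adjusted p = 0.0346 with an estimated correlation) and in hypertrophic ACMs (p = 7.23e-06 from camera, adjusted p = 0.0346 with an estimated correlation). The paper left genes higher in embryonic CMs or hypertrophic ACMs out of Table S1. Read against normal ACMs, that would work against the direction seen here, but it can also be read against dedifferentiated CMs. Whether these arrays were used for it was not established here, so the direction of the list is not independent evidence. In the paper, these 2 groups serve the search for genes unique to the dedifferentiated state.

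**Figure D2:**
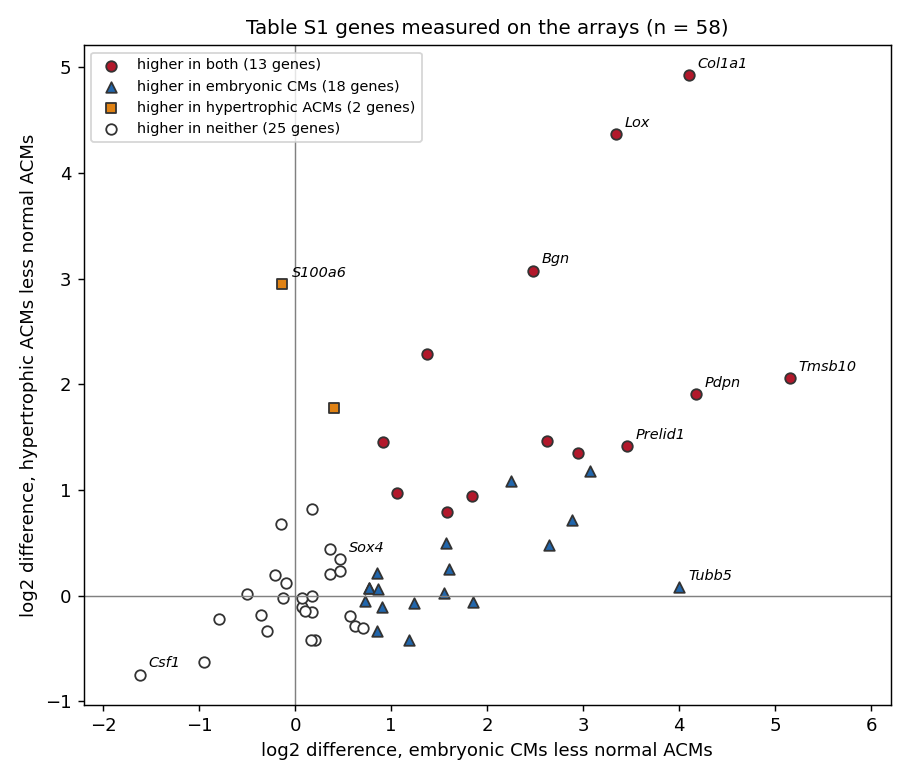
Log2 difference from normal ACMs in embryonic CMs (horizontal axis) and in hypertrophic ACMs (vertical axis) of the 58 measured Table S1 genes, 1 point each, with colour and shape by the group in which the gene was higher at an adjusted p under 0.05 from limma. Of these, 13 were higher in both, and genes below background in a group, such as Lox, are drawn at their fitted value, which is no bound.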

Dedifferentiation-specific genes were defined as those upregulated in dedifferentiated CMs compared to normal ACMs, excluding genes that were more highly expressed in embryonic CMs or hypertrophic ACMs (Supplementary Table S1). We then used this molecular signature to compare GFP^+^BFP^high^ (normal ACMs) to GFP^+^BFP^low^ cells in post-infarct hearts. Consistent with in vitro results, GFP^+^BFP^low^ cells expressed significantly higher levels of these dedifferentiation genes, including Fos-like antigen 1 (*Fosl1*), myelocytomatosis oncogene (*Myc*), S100 calcium-binding protein A6 (*S100a6*), SRY-box containing gene 4 (*Sox4*), and thymosin beta 10 (*Tmsb10*). In addition, cardiac marker *Myh7* was significantly higher than *Myh6* in GFP^+^BFP^low^ myocytes although both transcripts were down-regulated (Fig. 4d). Thus, GFP^+^BFP^low^ cells in tri-transgenic hearts are morphologically and molecularly similar to dedifferentiated CM^27,29–31^.

### Dedifferentiated CMs contributed to active cycling ACMs in post-infarct hearts

Dedifferentiated ACMs in tissue culture demonstrate increased cell cycling and are capable of proliferation^29,30^. Given the increased cycling of GFP myocytes in post-MI bi-transgenic mice (Fig. 1e) and that GFP^+^BFP^low^ cells expressed higher cell cycle genes, such as *Ccnb1* and *Cdk2* (Fig. 4d), we hypothesized that BFP^low^ ACMs might have enhanced cell cycling and proliferation activity. Flow cytometry analysis revealed similar levels of BrdU^+^ GFP CMs in post-MI hearts of tri-transgenic mice compared to post-MI bi-transgenic hearts, which were both significantly higher than that in sham-operated hearts (Fig. 5a). However, the rate of cycling was ~50% higher in the dedifferentiated ACM subpopulation (GFP^+^BFP^low^; 2.2%) compared to normal, mature ACMs (GFP^+^BFP^high^; 1.49%) (Fig. 5b). To identify regional differences in CMs dedifferentiation and cell cycle activity in post-infarct hearts, we performed high-content imaging analysis of whole-ventricular sections (Fig. 5c, d). The BFP signal in cycling GFP^+^ myocytes was barely detectable in peri-infarct zones, with reduced expression in border zones, while expression remained at normal levels in remote areas similar to that in sham-operated hearts (Fig. 5e). These results suggest that CM dedifferentiation and cell cycle activity might be regulated locally in response to post-infarct remodeling of the myocardium^35–37^.

**Fig. 5:**
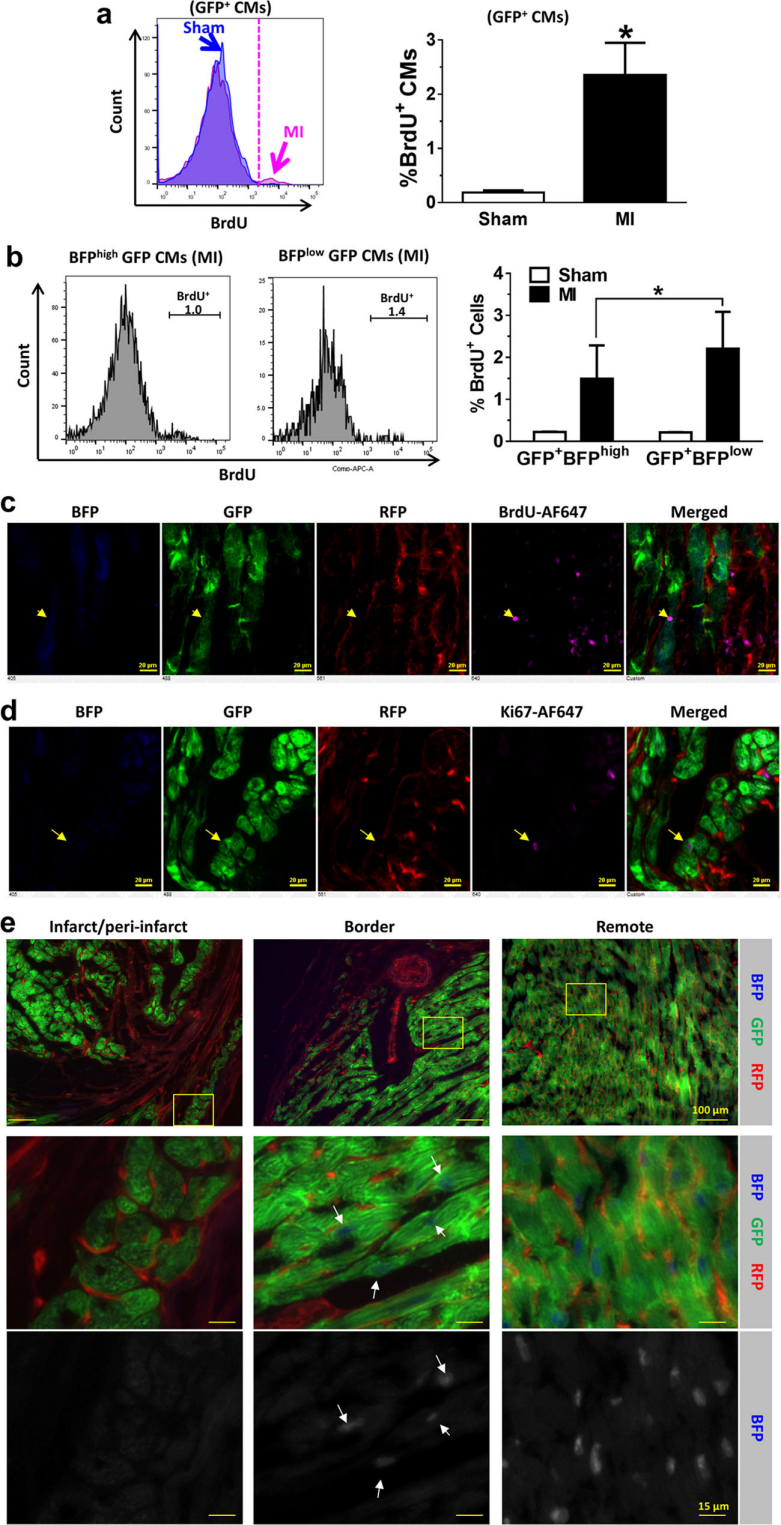
Increased cell cycling in dedifferentiated GFP^+^ cardiomyocytes in post-infarct hearts. **a** and **b** Percentages of BrdU^+^ CMs in (**a**) mature myocytes (GFP^+^BFP^high^) or (**b**) dedifferentiated myocytes without BFP expression (GFP^+^BFP^low^). *p < 0.05. *n* = 3 mice (Sham or MI). **c**, **d** BrdU incorporation (**c**) and Ki67 expression (**d**) in post-infarct ventricles. Arrows denote the BrdU or Ki67 positive GFP^+^ CM. Scale bar = 20 µm. **e** Changes in BFP signal in infarct/peri-infarct area, infarct border zone, and remote regions. Boxed regions are shown in middle and lower panels. White arrows show weaker BFP signal in GFP^+^ cardiomyocytes in the infarct border zone. Scale bar = 100 µm for the first row, and 15 µm for other rows

To assess overall CM dedifferentiation and cell cycle activities in the whole heart, we examined individual heart cells from tri-transgenic mice using single-cell ImageStream analysis (Fig. 6a). There was a significant increase (10.8-fold) of BrdU^+^ GFP myocytes in post-MI hearts compared to sham hearts (Fig. 6b). The GFP^+^BFP^low^ ACM population had a significantly higher BrdU^+^ incorporation rate compared to GFP^+^BFP^high^ ACMs, indicating a higher rate of cycling in dedifferentiated (GFP^+^BFP^low^) ACMs (Fig. 6c). To determine if this cycling progressed to cytokinesis we examined the expression of Anillin (Anln) and found that there were more Anln^+^ cells among the BFP^low^ GFP ACMs compared to that in BFP^high^ GFP ACM population (Fig. 6d). Cytoskeletal structure in cycling CM appeared to be less organized consistent with a dedifferentiated cell state (Supplementary Fig. S12). ACMs cycling estimated by Ki67 expression was 4.6-fold higher in post-infarct hearts compared to sham hearts; and there was a ~2-fold increase of Ki67^+^ cells in BFP^low^ CMs compared to BFP^high^ CMs (0.63% versus 0.34%) (Fig. 6e). In contrast to Ki67^−^ CMs in normal hearts being mainly binucleated, cycling (Ki67^+^) CMs from post-MI hearts were predominately mononucleated (Supplementary Fig. S13). These data suggest that dedifferentiated (BFP^low^) ACMs are more actively cycling and may be more likely to divide.

**Fig. 6:**
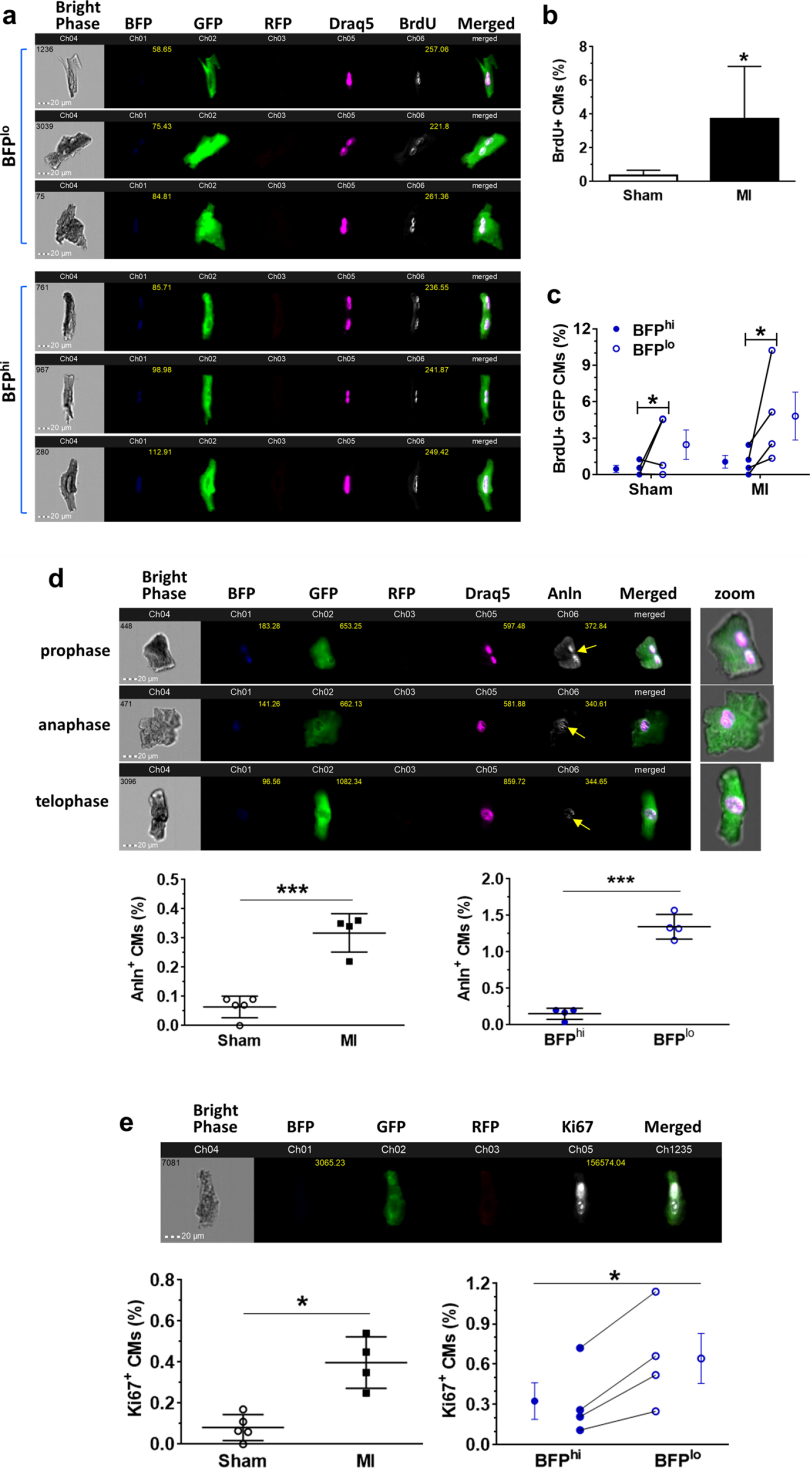
Dedifferentiated cardiomyocytes (GFP^+^BFP^low^) demonstrated higher rates of cell cycling. **a** ImageStream analysis of ventricular cells from tri-transgenic mice. Images demonstrate GFP^+^BrdU^+^ myocytes in post-infarct hearts, with BFP and BrdU signals indicated by median pixel intensity. Nuclear BFP signals were classified as no or low (BFP^low^) and high (BFP^high^) (see “Materials and methods” for details). **b** BrdU^+^ GFP CM in post-infarct (MI) or sham hearts. *p < 0.05 by *t*-test. **c** BrdU^+^ GFP CM in a population with high or low BFP signal (BFP^high^ and BFP^low^, respectively). *p* > 0.05 by two-way ANOVA test. *p < 0.05 by post-hoc Bonferroni test. Connected line represents each mouse. **d** ImageStream analysis of anillin (Anln)^+^ CM. Nuclei (stained by Draq5) and Anln (revealed by APC-Cy7-conjugated antibody) are shown in Ch05 and Ch06, respectively. Yellow arrows denote the mid-body plane. Lower panels show the percentage of Anln^+^ GFP CM in post-MI or sham hearts (left), and in BFP^high^ or BFP^low^ GFP CM subpopulations from post-infarct hearts (right). *p < 0.001 by *t*-test. **e** ImageStream analysis of Ki67^+^ CM. Lower panels show the percentage of Ki67^+^ GFP cardiomyocytes in post-infarct or sham hearts (left), and in the BFP^high^ or BFP^low^ GFP CM subpopulations from post-infarct hearts (right). *p < 0.05 by *t*-test. Paired post-infarct hearts identified by connected lines

### Transcriptomic analysis of in vivo cardiomyocyte dedifferentiation

To dissect transcriptomic reprogramming of dedifferentiated myocytes in post-infarct hearts, we performed massive parallel single-nucleus RNA-sequencing (snRNA-seq) using a modified 10x Genomics protocol allowing a targeted analysis of the highly heterogeneous cell populations in the heart. After filtering and data normalization, we obtained high-quality single-nucleus datasets for 22,992 nuclei from post-MI hearts, and 8550 nuclei for control myocardium. Unsupervised graph-based clustering with smart local moving (SLM) algorithm revealed 15 clusters of cells in the control (Fig. 7a), including common cardiac populations: CMs expressing structural genes (*Actn2*, *Myl2*, *Tnnt2*, *Tpm1*) and ion channel genes (*Scn5a*, *Kcnj3*, and *Kcnd2)*; cardiac fibroblasts expressing *Col3a1* and *Ddr2*; endothelial cells expressing *Pecam1* (Cd31) and *Tie1*; smooth muscle cells expressing *Mylk, Pde8b, and Rerg*; and a small fraction of macrophages (Fig. 7a; Supplementary Fig. S14a, and Supplementary Table S2). In post-infarct hearts, the myocyte nuclei population was reduced, and inflammatory cells such as macrophages (*CD45*, *Ccr5*) and B/T cells (*CD74*, *Fcgr2b*, *Themis*) increased (Fig. 7a, b; and Supplementary Table S3 and S4). *BFP* and *GFP* transcripts were enriched in the putative CM clusters in both control and post-infarct hearts. The *BFP*^−^/*BFP*^+^ ratio of CM populations (*GFP*^+^) increased from 0.93 (444/475) in the control to 9.3 (1939/209) in post-MI hearts (Fig. 7c, and Supplementary Fig. S14b) similar to findings from the flow cytometry analysis (Fig. 4a). While *Mki67* was barely detectable in ACM nuclei from the control, there was a significant increase of nuclei expressing *Mki67* in the *GFP*^+^*BFP*^−^ population in post-MI hearts (Fig. 7d, and Supplementary Fig. S15).

**Fig. 7:**
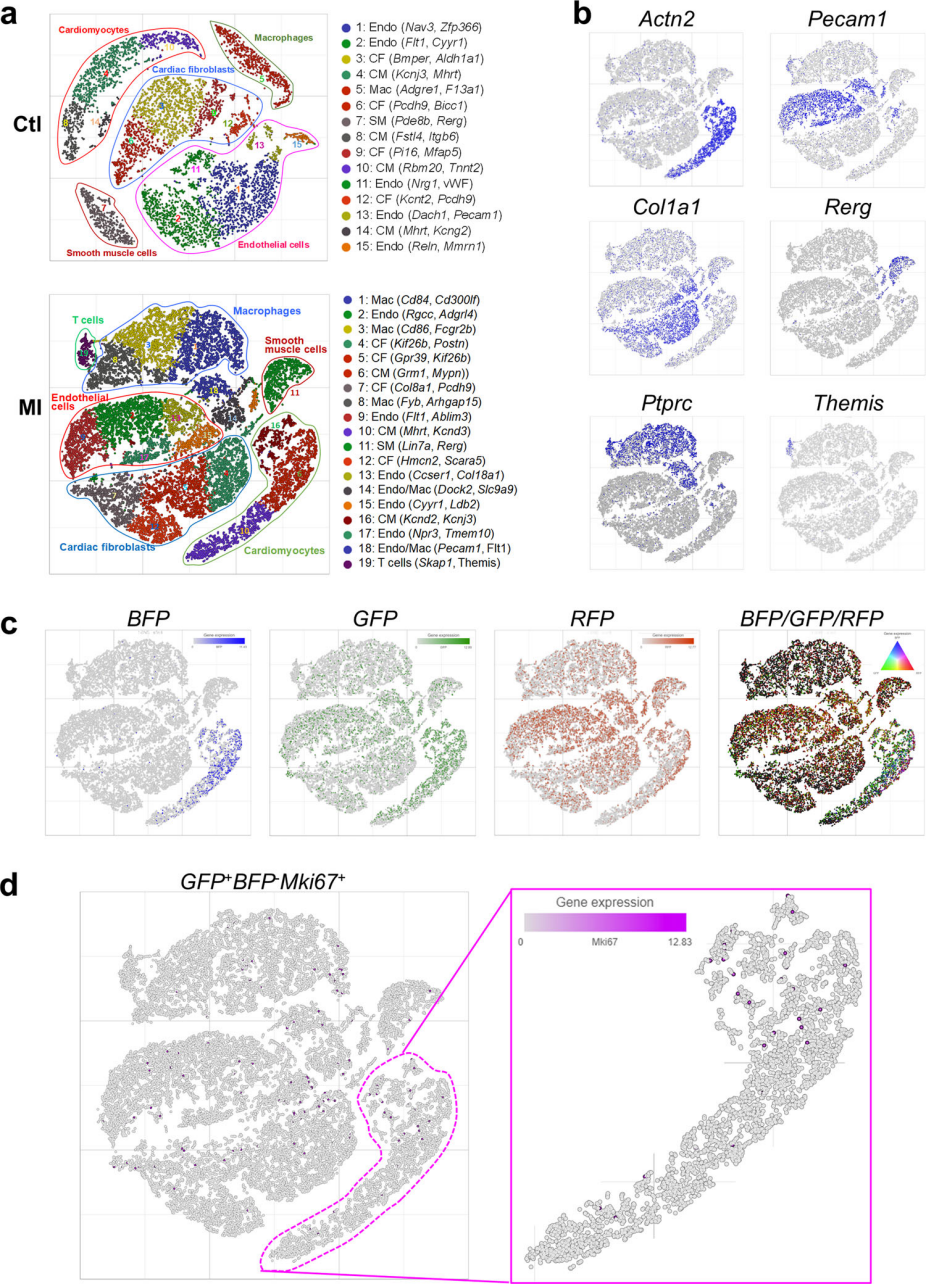
Single-nucleus RNA-seq reveals specific cell populations in the heart. **a** t-SNE plots showing graph clustering of heart cells in normal control (Ctl) and post-infarct (MI) hearts. Top-ranked genes differentially expressed in clusters are bracketed. CM cardiomyocytes, CF cardiac fibroblasts, Endo endothelial cells, SM smooth muscle cells, Mac macrophages. **b** Expression levels of positive expression level (low-gray, high-blue) of markers in myocytes (*Actn2*), endothelial cells (*Pecam1*; Cd31), cardiac fibroblasts (*Col1a1*), smooth muscle cells (*Rerg*), and macrophages *(Ptprc*; Cd45), and T cells (*Themis*) in post-MI hearts. **c** Expression of *BFP*, *GFP*, and *RFP* reporter genes in nuclei of post-infarct hearts. **d** The t-SNE plot for nuclei from post-infarct hearts showing dedifferentiated cycling CM expressing *GFP*^+^*BFP*^−^ *Mki67*^+^ (circled nuclei; *Mki67* expression level: low-gray, high-blue). There were 165 Ki67^+^ nuclei among 1939 *BFP*^−^ ACM nuclei

In the *GFP*^+^ ACM population, there were 2595 and 1499 DEGs between *BFP*^−^ and *BFP*^+^ nuclei in control and post-infarct hearts, respectively (Supplementary Fig. S16). Compared to *BFP*^+^ nuclei, *BFP*^−^ expressed significantly lower levels of cardiac genes (e.g. *Actn2*, *Cacna1c*, *Kcnj3*, *Myh6*, *Scn5a*, *Tnnt2*), with increases in genes associated with dedifferentiation (*Runx1* and *Dab2*; Fig. 8a)^27,31^. The genes upregulated during ACM in vitro dedifferentiation (Fig. 4d) were also increased in *BFP*^−^ ACM nuclei compared to *BFP*^+^ ones, for example: *S100a6* (5.37-fold; *p* = 0.000355), *Tmsb10* (3.81-fold; *p* = 0.000786), *Thbs1* (3.45-fold, *p* = 0.0594). *BFP*^−^ CM nuclei also expressed higher levels of active cell cycle genes, such as *Ccnd3*, *Cdk14* (Fig. 8a). KEGG pathway enrichment analysis on DEGs in *BFP*^−^ (versus *BFP*^*+*^) ACMs from post-infarct hearts revealed a number of affected pathways with reduced gene expression, such as those in pathways for cardiac muscle contractile function (Fig. 8b), hypertrophic remodeling, and calcium, adrenergic, and cAMP signaling pathways, and cardiac rhythm (Supplementary Fig. S17a–e; Supplementary Table S5). The expression of genes involved in cardiac metabolic pathways (e.g. pyruvate, TCA cycles) were also reduced in *BFP*^−^ ACMs. However, genes for several extracellular signaling pathways such as focal adhesion assembly, extracellular matrix receptor interaction, Rap1/Integrin, and survival/proliferation-related PI3K-Akt pathways were up-regulated (Supplementary Fig. 17f–i; Supplementary Table S5). These DEGs together converged on cell survival, dedifferentiation, and proliferation pathways^29,30^. Therefore, the snRNA-seq results indicate that *BFP*^−^ ACM populations were molecularly dedifferentiated compared to the *BFP*^+^ counterparts.

**Fig. 8:**
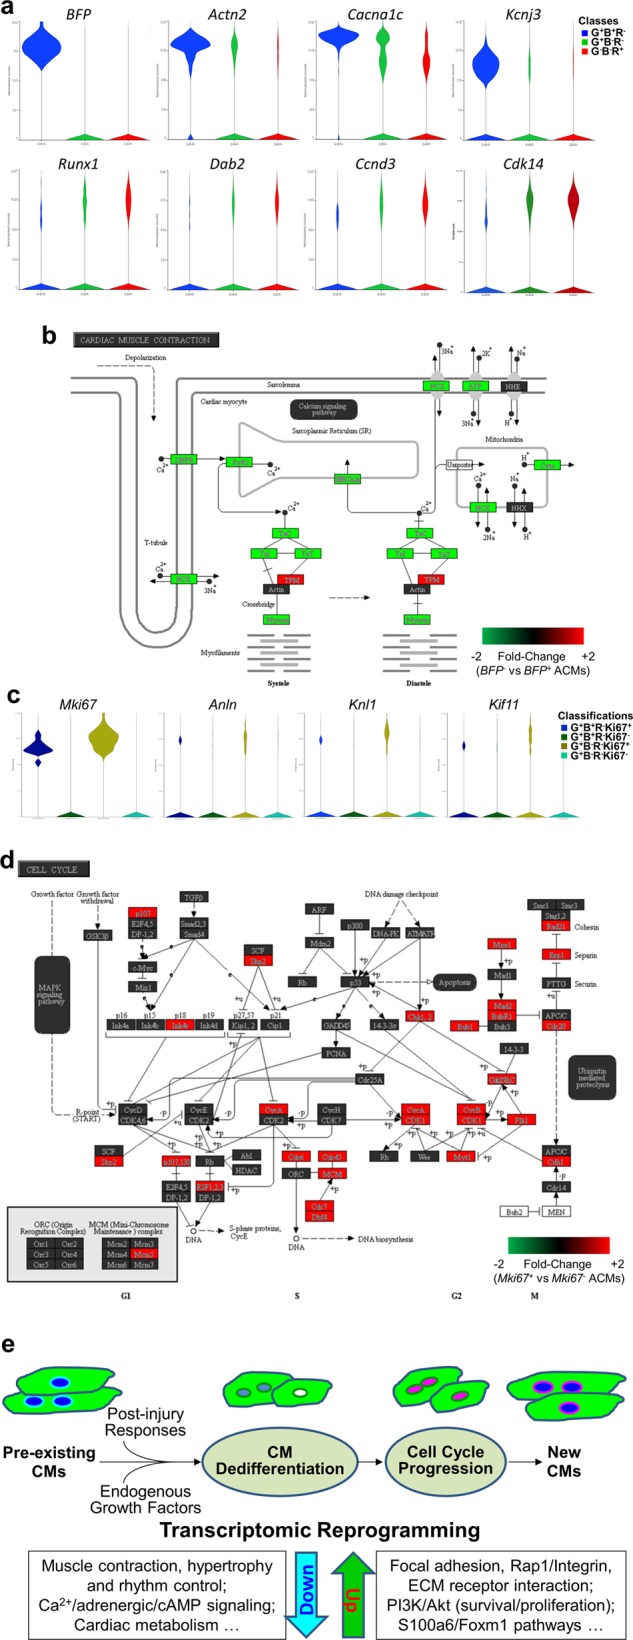
Cardiomyocyte dedifferentiation and cell cycling revealed by single-nucleus transcriptomes. **a** Violin plots showing the expression of genes in *GFP*^+^*BFP*^+^*RFP*^−^ (G^+^B^+^R^−^; *blue*), *GFP*^+^*BFP*^−^*RFP*^−^ (G^+^B^−^R^−^; *green*), and *GFP*^−^*BFP*^−^*RFP*^+^ (G^−^B^−^R^+^; *red*) nuclei from post-infarct hearts. Normalized expression values for these genes had a |Fold-change| > 2 with a FDR, *p* ≤ 0.01. **b** Enrichment of *Cardiac muscle contraction* pathway (enrichment score 10.64, p 2.39E−05) by the DEGs (|Fold-change| > 2; FDR, *p* ≤ 0.01) between *BFP*^−^ and *BFP*^+^ CM nuclei (*GFP*^+^*RFP*^−^) from post-infarct hearts. **c** Expression of cell cycle genes in normal or dedifferentiated cardiomyocytes nuclei from post-infarct hearts. **d** Enrichment of *cell cycle* pathway (enrichment score 36.974; p 8.76E−17) by the DEGs (|fold-change| > 2; FDR *p* ≤ 0.01) between *Mki67*^+^ and *Mki67*^−^ dedifferentiated cardiomyocyte nuclei (*GFP*^+^*BFP*^−^*RFP*^−^) from post-infarct hearts. **e** Working model of CM regeneration in vivo

As cycling and proliferative CMs were preferentially found in BFP^−^ population (Figs. 5 and 6), we further examined transcriptomic profiles of *Mki67*^+^ ACM nuclei in our snRNA-seq datasets. Among the 1939 *GFP*^+^*BFP*^−^ CM nuclei from post-infarct hearts, there were 165 (8.5%) *Mki67*-expressing nuclei, which had 681 DEGs when compared to Ki67^−^ ACM nuclei (Supplementary Fig. S18). As expected, cell cycle genes such as *Anln* and the less-studied *Knl1* and *Kif* families were significantly up-regulated in *MKi67*^+^ nuclei of dedifferentiated (*BFP*^−^) CMs (Fig. 8c). Pathway enrichment and gene set enrichment analyses revealed that most of the enriched pathways and processes were related to cell cycle activities, particularly DNA replication, mitosis, cytokinesis, and cell division (Fig. 8d; Supplementary Tables S6 and S7). Furthermore, expression of dedifferentiation genes such as *S100a6* and *Tmsb10* was higher in *BFP*^−^ (compared to *BFP*^+^) ACM nuclei, which were also significantly increased in cycling, *Mki67*^+^ ACM nuclei as compared to the *Mki67*^−^ ones (1.47 and 1.46 fold, respectively; FDR *p* < 0.05). Upstream transcription regulator analysis for the DEGs indicates that S100a6 and Foxm1 are regulators of the transcriptional reprogramming in dedifferentiated and cycling ACMs (Supplementary Fig. S19).

## Discussion

The reported discrepancies in new myocyte formation in injured hearts likely stems from multiple factors. First, the minuscule rate of new CM formation makes it challenging to measure accurately, and a small variance in quantification can result in markedly different results. Our data also confirmed that endogenous ACM cycling and renewal (e.g. Ki67^+^, Anln^+^, or BrdU^+^) is at a low rate. Second, significantly higher cycling rates of non-myocytes in the adult heart can lead to inaccurately assigning events to ACM, particularly when not using a genetic tracking model or using one with the incomplete labeling of pre-existing CMs. For instance, while MIMS is arguably the most accurate methodology currently available, it relies on the extrapolation of cell identity information derived from adjacent tissue sections^8^. An additional caveat is that conventional analyses dealing with limited numbers of cells may not have the power to reveal the very small number of scant events, i.e. proliferation of pre-existing myocytes or differentiation from putative CPCs (if any). Previous studies using direct genetic labeling of putative rare CPCs, has failed to demonstrate a significant contribution to ACM formation but have been criticized as potential being too narrow in scope, missing a significant contribution of non-myocyte to CM formation^21–24^. In this study, we employed high-throughput and readily implementable technologies, namely flow cytometry and ImageStream, to analyze total cells or total nuclei prepared from the whole ventricle. Conventional flow cytometry is widely available in modern biomedical institutes, enabling rapid data acquisition and analysis, although careful optimization is required when dealing with highly heterogeneous cells such as those in the heart. With spectrum imaging-based flow cytometry, ImageStream, we can capture the image of cell/nucleus, and ensure the rigorous identification of true positives. Instead of focusing on specific areas such as infarct or border zone that can potentially overestimate the response to cardiac injury, we used a non-biased total ventricular cell approach to assess the overall CM cycling activity in mice. Our results using these new transgenic models are the first to provide real-time visualization of CM dedifferentiation and cell cycling. Our data suggest that increased endogenous CM renewal in post-infarct hearts arise from the dedifferentiation and proliferation of pre-existing CMs and not by cardiac differentiation of putative adult CPCs.

The Cre/LoxP system allows for genetic labeling of cardiac and non-myocyte lineages by the use of conditional gene recombination in a temporal and cell type-specific manner. Many groups, including our own, previously utilized bi-transgenic αMHC-MCM;Z/EG mouse model to track the fate of CMs that switch on GFP expression after tamoxifen treatment^8,28–30^. However, this transgenic model had an incomplete GFP labeling rate (~78%) in pre-existing CMs. Incomplete genetic labeling of cell population could lead to the assignment of events to other cell types; such errors will affect the accuracy of associated analyses. For a more precise and accurate analysis of cellular activities that occur at such low rates, we developed a more efficient model for CM genetic cell fate mapping. Our data in bi-transgenic αMHC-MCM;RFP^fl^/GFP mice demonstrated highly efficient Cre/LoxP gene recombination that led to the switching of RFP expression to GFP expression in ~99% pre-existing ACMs when animals were fed with tamoxifen chow, a 27% increase from the previous model. Furthermore, GFP labeling of small, presumably non-myocyte cells in the heart was minimal (<0.03%) and showed no significant difference between sham and post-MI hearts (data not shown), confirming the tight control of gene recombination. Thus, we believe the results from this transgenic model more accurately reflect the cell sources of new CM formation in response to pathophysiological stresses such as MI.

We took advantage of the bright BFP variant^38^, and engineered a transgenic mouse with a BFP reporter specific to CM nuclei. In contrast to the previous αMHC-nLAC model expressing β-galactosidase specifically in CM nuclei that requires X-gal staining for visualization^39^, the BFP reporter in our model can be detected with or without immunostaining. This design allows greater flexibility when used in conjunction with other reporter models to detect CM events using standard high-throughput assays such as flow cytometry or high content imaging analysis^40,41^. As cell cycle progression does not affect the H2B-GFP reporter and the H2B/reporter fusion protein exchanges at a fast rate^42,43^, we postulated that a reduction in BFP signal reflects lower αMHC (*Myh6*) promoter activity in dedifferentiated CMs (Fig. 4d)^29^. Combining both mouse models into a multi-reporter tri-transgenic line allowed us for the first time to characterize cycling and molecular changes associated with dedifferentiation in vivo (Fig. 3a). The results from both bi-transgenic and tri-transgenic model suggest that pre-existing CM are the predominate resource of CM renewal, and are consistent with reports from genetic cell fate tracking of CPCs^21^. More importantly, we found that GFP^+^BFP^low^ cells morphologically and molecularly recapitulated the phenotype seen in dedifferentiated CMs. While future studies will focus on the mechanisms to control dedifferentiation, it is interesting to note that many genes up-regulated in dedifferentiated CMs are transcription factors, for example, Fosl1, Myc, Sox4, and Tmsb10. The Sox family of transcription factors may play a role in the dedifferentiation of multiple cell types and contribute to the reacquisition of primitive cell phenotypes and an enhanced cell cycle activity^30,44^. Therefore, we believe that dedifferentiation (similar to differentiation) and cell cycle activity is a molecularly regulated process in CMs.

Taking the advantages of single-cell transcriptomic analysis, we performed massive parallel cardiac snRNA-sequencing analysis that circumvented the issues associated with the significant heterogeneity of adult heart cells and the challenges in sorting a limited amount of dedifferentiated and cycling ACMs. We were able to identify specific cell populations in the heart using distinct transcriptomic clusters, transgenic reporters for ACM lineage and dedifferentiation, as well as cell cycle markers. This data also reveals typical pathological responses in post-infarct myocardium, including activation of fibrotic and inflammatory remodeling that was reflected by a panel of enriched signaling pathways and gene sets. The results demonstrated that the dedifferentiation and cell cycle progression of pre-existing CMs was augmented in post-infarct hearts, consistent with flow cytometry and ImageStream analyses. In the BFP^−^ myocyte population there was expected down-regulations of genes controlling of ACM phenotype and function; but we also discovered a number of new signaling networks that may be potentially specific to ACM dedifferentiation and cell cycle reactivation. For example, the activation of *Focal adhesion*, *Integrin/ECM receptor interaction*, *Rap1 signaling*, and *actin cytoskeleton regulation*, was seen in *BFP*^−^ ACMs (Supplementary Fig. S17, and Supplementary Tables S5, S6). These pathways play important roles in the dedifferentiation and proliferation of chondrocytes^45^, and the migration and proliferation of vascular smooth muscle cells^46,47^. We also discovered that a subset of up-regulated genes in the *BFP*^−^ and *MKi67*^+^ ACMs, such as *Knl1*, *Kif11*, and *Cdk14*, are known to promote cell cycle and proliferation in other cells. While single-cell (or nucleus) RNA-seq analysis can be limited by the sequencing depth for each cell (nucleus), we found that at least some of the DEGs identified with in vivo single-nucleus RNA-seq analyses overlap with those identified from in vitro CM dedifferentiation including *S100a6* and *Tmsb10*. Hence, targeting the related S100a6/Foxm1 signaling pathways may promote ACM dedifferentiation and cell proliferation. One caveat with cardiac single-nucleus analysis is the assumption that the nuclei within bi-nucleated or tri-nucleated myocytes are highly similar in their gene expression. The tight clustering of myocyte nuclear populations and their distinction from non-CM populations, suggests this is a reasonable assumption.

In summary, we believe that transcriptomic reprogramming, including the inactivation of gene networks governing ACM phenotype and function, together with the activation of de novo pathways and transcription factors, ultimately lead to the dedifferentiation and cell cycle progression in pre-existing CMs, giving rise to new CM formation (Fig. 8e). Given that prolonged cardiomyocyte dedifferentiation can adversely affect cardiac function^27^, knowledge of the specific regulators of both dedifferentiation and cell cycle reactivation will be required if this process is to be exploited therapeutically to promote endogenous CM proliferation without diminishing heart function.

## Materials and methods

All animals were maintained and experiments were performed in accordance with the guidelines outlined in the Public Health Service Policy on the Humane Care and Use of Laboratory Animals. Animal studies were performed under the protocol approved by the Institutional Animal Care and Use Committee at the University of Washington.

All transcriptomic data have been made publicly available at Gene Expression Omnibus under SuperSeries GSE129175, and at the ArrayExpress portal with accession number E-MTAB-3981, or from the corresponding author upon request.

The detailed “Materials and methods” section is available in the online Supplementary Information.

## Supplementary information

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

## Supplementary information

**Supplementary Information** accompanies the paper at (10.1038/s41421-019-0095-9).

How the deposited data were processed for this re-analysis (not part of the article)

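RNA of embryonic CMs (2 samples), normal ACMs (3) and hypertrophic ACMs (3) was measured on Illumina MouseRef-8 v2.0 BeadChips, 1 array per sample. The labels give the strain as CD1 background for embryonic CMs and normal ACMs and as CD1 for hypertrophic ACMs. Samples of in vitro dedifferentiated CMs, and the paper's imaging and single-cell data, were not analysed here.

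The authors deposited mean bead intensity values per probe on a linear scale, extracted with GenomeStudio, without background subtraction or normalization between arrays. Beside each intensity the authors deposited a detection p-value, which sets the probe against the negative-control beads of the same array. A second deposited table held intensity values that the authors had background-subtracted and quantile-normalized, with settings that were not stated. Its linear scale was read from the values. The submitters' processing notes give GenomeStudio version 2011 and the series text gives version 2.0.

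The intensities were processed with limma 3.58.1 in R 4.3.3. The function neqc inferred the background from the detection p-values, corrected for it with an offset of 16, and quantile-normalized the arrays on the log2 scale. Probes with a detection p under 0.05 on at least 2 of 8 arrays were kept. Of 25697 probes, 23978 had 1 gene symbol, none had several and 1719 had none and were left out. Entrez identifiers of 23962 probes matched the RefSeq table and 0 symbols were updated, which named 16593 genes. Of these, 9803 had a kept probe, and the brightest kept probe stood for the gene. All columns of per-sample values were used.

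The 3 groups entered 1 linear model, and each of the embryonic and hypertrophic groups was compared with the normal ACMs by lmFit, contrasts.fit and eBayes. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and counts of a list were repeated with the adjustment over the list alone. Lists were tested against all other genes with camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and adjusted over both comparisons. The rotation test fry was run beside it and asks another question, whether the genes of a list move on balance in 1 direction against no change. Genes below background on every array of a group were given a bound on the fold. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

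The main tests, their lists, the alternatives and the rule for named genes were written before the data were examined. Further tests, lists and comparisons were chosen after the results were seen, where the text says so. The rule named, in each comparison, the 10 genes with the largest change in each direction among those past the threshold whose groups did not overlap, every gene the paper names that had a kept probe, up to 4 members of each list with the smallest p, and up to 10 Table S1 genes per direction. The fold changes of Table S1 and Fig. 4d of the paper had been seen by then. Members of small counts that fell outside the rule were named after their values were seen, as the text says at each.

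Normalization, filter and fit were tested on simulated arrays, of which 9552 genes were kept. The changed genes were drawn from bright ones detected on all 8 arrays, so the rates hold for such genes only. In the embryonic comparison, 66.7% of 90 genes changed by 1 on the log2 scale and 95.2% of 84 genes changed by 2 were recovered. In the hypertrophic comparison, 69.0% of 84 and 96.7% of 91 were recovered. Of the calls, 8 of 148 and 8 of 154 were wrong. Of 200 random lists of 25 genes, 1% and 0% had a camera p under 0.05. The simulated genes varied independently, so this could not test the preset correlation on lists whose genes move together.

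Alternatives were other background and normalization methods, the authors' normalized values, other filters and probe summaries, moderated variances with a trend, array weights, a fit of only the 2 groups compared, the replicate number as a block, stricter thresholds and leaving out each array in turn. No effect of the chip was modelled, since the chip of each array was not known here. The number of arrays limits the precision.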

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

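The test of fibroblast against other markers, its repeat and that of the marker medians without each array, and the counts over other splits of the arrays were chosen after the results were seen.

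Markers of some cell types other than CMs, which the paper's main text does not discuss for these samples, stood above their level in normal ACMs. In embryonic CMs the median log2 difference was 1.67 for endothelial markers, 0.63 for epicardial markers (0.54 with genes below background at their bound), 2.30 for erythroid markers (1.80 at the bound) and 1.06 for fibroblast markers (0.96 at the bound). In hypertrophic ACMs it was 0.66 for endothelial markers, 1.46 for fibroblast markers and 0.52 for markers of macrophages and other leukocytes. The leukocyte median was 1.25 without normal ACM replicate 2, 0.10 without replicate 1 and 0.30 without replicate 3, and the endothelial median in hypertrophic ACMs was 0.26 without normal ACM replicate 1. With an estimated correlation in camera of limma, none of the lists passed in the comparison named for it here (adjusted p from 0.0870 to 0.621).

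The 15 Table S1 genes that were higher in hypertrophic ACMs had a median log2 difference of 1.78 (median SE 0.29), beside higher fibroblast markers, of which Dcn had a mean log2 intensity of 12.12 in hypertrophic and 10.89 in normal ACMs. A larger share of all other cell types would raise their markers alike, if the markers were bright enough to show it. The fibroblast median lay 0.917 above that of 50 endothelial, smooth muscle and leukocyte markers (permutation p = 3.00e-05). Without normal ACM replicate 2 it lay 0.950 above, although the leukocyte markers alone then lay 0.475 below the fibroblast ones. The median of the 7 fibroblast markers outside Table S1 and the matrix list lay 0.913 above (permutation p = 0.0022). These p-values take genes as independent and measure the spread between genes, not between samples. Dim markers show less of a rise. On normal ACM replicate 1 the leukocyte markers Cd14 and C1qa stood at 4.55 and 4.52, below that array's lowest detected signal of 4.95, although Lyz1 stood at 9.07. How far this lowered the other medians was not tested, so the medians do not settle whether all other cell types rose equally. With the mean of these 7 markers as a covariate, the median of the 15 Table S1 genes was 1.39 (median SE 0.46). All 15 stayed above 0, but 1 of the 15 passed, while 21 matrix genes moved from a median of 2.25 to one of 1.55. This met a bound set in advance against more fibroblast RNA as the whole cause, but the reading was changed to an open one after the value was seen, because the calls ended as the errors grew, the slope rested on 4 residual degrees of freedom and on the spread among the normal arrays (SD 0.66, against 0.14 among the hypertrophic ones), and the covariate held no marker of activated fibroblasts. More fibroblast RNA, activated fibroblasts and the hypertrophic condition itself cannot be told apart here. The labels give an operation for the hypertrophic samples only, so an effect of the operation cannot be told apart from these either. The same holds for a strain difference, if the unlike strain labels of the 2 groups mark one.

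The 3 normal and 3 hypertrophic ACM arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 555 genes past the threshold with limma and the highest other split 1. It gave 15 Table S1 genes and the highest other split 0, and 12 lists against 11. In each case 1 split, the real one, gave a result as large.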

How the results depend on the processing

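The alternatives in this part were written before their results were known, and the causes of the changes below were not tested except where the construction shows them.

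Named genes were compared between the main analysis and each alternative. A change of direction counted as reversed only where the gene passed in the main analysis or under the alternative. Where it passed in neither, the comparison counted as the same, whatever its direction. So counted, 3455 in embryonic CMs and 2678 in hypertrophic ACMs were the same. A further 153 and 355 were weaker, 21 and 53 stronger, and 4 and 0 reversed. For list tests, counted alike, 536 and 516 were the same, 33 and 37 weaker, 4 and 20 stronger, and 0 reversed. These include fry, which tests a list against no change and not against the other genes. The Table S1 list passed in both comparisons under every setting run.

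Scaling arrays to their median gave 4561 higher and 1117 lower genes in embryonic CMs, 80 lower genes in hypertrophic ACMs and 1 lower Table S1 gene in embryonic CMs. It put the median log2 difference of all genes in embryonic CMs at 0.52, and the embryonic values of Rb1 (0.28), Selenos (0.10), Slc19a2 (0.14) and Tgfb1 (0.20) reversed, all below that shift. The authors' normalized values gave 2357 higher and 2065 lower genes in embryonic CMs and 258 and 150 in hypertrophic ACMs.

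A fit of only the 2 groups compared gave 229 higher and 71 lower genes in hypertrophic ACMs and 234 genes changed the same way in both comparisons, against 414, with fewer arrays behind the spread. At 2-fold or more there were 1676 higher and 1370 lower genes in embryonic CMs, 62 lower in hypertrophic ACMs, 1 Table S1 gene lower in embryonic CMs and 237 changed the same way. At an adjusted p under 0.01 there were 138 higher and 23 lower genes in hypertrophic ACMs, 1 Table S1 gene lower in embryonic CMs, 6 higher in hypertrophic ACMs and 122 changed the same way. These stricter thresholds lower counts by construction. With an estimated correlation in camera, 3 lists passed in place of 27.

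Leaving out each array in turn gave 1707 to 2628 higher and 1588 to 2296 lower genes in embryonic CMs, and 176 to 402 higher and 49 to 181 lower genes in hypertrophic ACMs. Of Table S1 genes, 25 to 32 were higher and 2 to 4 lower in embryonic CMs, and 6 to 15 higher and 0 to 1 lower in hypertrophic ACMs. Genes changed the same way numbered 171 to 448, and lists 23 to 28. The counts of higher and lower genes in hypertrophic ACMs were 176 and 49 without hypertrophic ACM replicate 2 and 190 and 49 without replicate 3, with 6 and 7 Table S1 genes higher and 171 and 183 genes changed the same way. Without embryonic replicates 1 and 2, 91 and 83 genes were lower in hypertrophic ACMs and 254 and 243 changed the same way. Without normal ACM replicates 1 and 3, 115 and 88 were lower, and without replicate 3, 275 changed the same way. A fit without an embryonic replicate leaves 1 embryonic sample, which is assumed to vary as the other groups do.

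With the replicate number as a replicate block, 2378 genes were higher and 2066 lower in embryonic CMs, and 333 and 122 in hypertrophic ACMs. Nothing read here says that equal numbers pair the samples.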

Differences from the paper's values

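The count in this part was planned. The paper says that genes higher in embryonic CMs or hypertrophic ACMs were left out of Table S1. Of its 58 measured genes, 33 were higher than in normal ACMs in either group with limma at an adjusted p under 0.05, 26 of them by 2-fold or more, and 25 in neither. The paper's text does not name the level, the arrays or the threshold of that exclusion, which can also be read as relative to dedifferentiated CMs. The supplementary methods, which may hold them, were not read here. Those samples were not analysed here, so the count and the exclusion are not on the same footing.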

Other observations

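The list of interferon-inducible genes and the comparison of normal ACM replicate 2 with the hypertrophic samples were chosen after the results were seen.

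The 2 comparisons shared many genes. With limma, 272 genes were higher and 142 lower in both embryonic CMs and hypertrophic ACMs, against 98.7 and 40.6 for independent lists, and 41 moved in opposite directions, against 132. Together, 414 genes changed the same way, against 171 and 183 without hypertrophic ACM replicates 2 and 3, 254 and 243 without embryonic replicates 1 and 2 and 275 without normal ACM replicate 3. Both comparisons use the same 3 normal ACM arrays, which were too few to split, so part of this excess can come from them. In 50 simulations of unchanged groups against the same arrays, the covariance of the log2 differences averaged 0.0295, against 0.327 in the data. The correlation was 0.488, against 0.447 on average and 0.487 at most in the simulations. The share of genes with the same sign was 66.26%, against 64.79% on average and 66.34% at most. The simulated groups held no changed genes, so their correlation and share of signs come from noise alone. In data with changed genes, the correlation and the share of signs cannot tell how much of the agreement comes from the shared arrays. The covariance from shared noise adds to that of changed genes, and the observed one lay 0.297 above the simulated mean (0.0329 at most). That argues against noise of the size seen within groups as the whole source of the covariance. It does not say how many of the shared calls come from the shared arrays.

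Among lists that did not pass in embryonic CMs, 8 of 23 immediate early and heat shock genes were higher and 2 lower, with Fosb at 3.49 (SE 0.54). Of 18 cardiac transcription factors, 5 were higher and 1 lower, with Hey2 at 4.20 (SE 0.21) and Esrrb, the lower one, at -1.95 (SE 0.22). Of 14 cell cycle inhibitors, 5 were higher and 4 lower, with Cdkn1c at 5.40 (SE 0.36) and Ccng1 at -2.97 (SE 0.23). Of 21 glycolysis genes, 5 were higher and 7 lower, with the glucose transporters Slc2a1 at 2.23 (SE 0.21) and Slc2a4 at -4.33 (SE 0.17). Of 10 atrial markers, 4 were higher and 2 lower, with Myl4 at 4.36 (SE 0.46) and Clu at -2.58 (SE 0.23). Of 17 hypertrophy markers, 5 were higher and 6 lower, and of 14 smooth muscle and pericyte markers, 4 and 4. Of 3 neural markers, Dbh was lower, at -2.65 (SE 0.42). Of 3 sex-linked genes none passed with limma, nor did any at an unadjusted p under 0.05. The other members of these small counts, named after their values were seen unless the rule had named them, were as follows. Among transcription factors Gata6, Isl1, Srf and Tbx20 were higher. Among inhibitors Btg1, Meis1, Rbl1 and Cdkn2d were higher and Gadd45a, Rb1 and Tob1 lower. Among glycolysis genes Aldoc, Pfkp, Pgam1 and Tpi1 were higher. Ccn1 and Hsph1 were the lower immediate early and heat shock genes. Among atrial markers Myl7, Dkk3 and Nr2f2 were higher and Kcnj3 lower. Among hypertrophy markers Actn1, Ccn2, Myh7, Tgfb2 and Timp1 were higher. Acta2, Rerg, Notch3 and Pdgfrb were the higher and Abcc9, Vtn, Myh11 and Rgs4 the lower smooth muscle and pericyte markers. Of these, Tbx20, Cdkn2d, Gadd45a, Rb1, Tob1, Tpi1, Ccn1, Hsph1, Nr2f2, Notch3, Pdgfrb, Myh11 and Rgs4 were lost without at least 1 array (adjusted p up to 0.308 from limma, for Pdgfrb), and Rb1 was at 0.28 under median scaling. Counts also moved. Without embryonic replicate 2, 3 of 16 transcription factors were higher, 1 inhibitor was lower and 3 of 20 glycolysis genes were higher. Without embryonic replicate 1, 4 of 22 immediate early and heat shock genes and 3 of 20 glycolysis genes were higher. There were 2 lower transcription factors without normal ACM replicate 1 or 2 or hypertrophic ACM replicate 2. Smooth muscle and pericyte markers had 2 higher without embryonic replicate 2, normal ACM replicate 1 or hypertrophic ACM replicate 3, and 2 lower without embryonic replicate 1 or 2 or normal ACM replicate 3. Adjusted p-values of these lists from camera ran from 0.297 to 0.974. Against no change, a question apart from that of camera, fry of limma gave an adjusted p of 1.77e-04 for the transcription factors, 0.0036 for glycolysis, 0.00979 for the inhibitors and 0.0204 for the immediate early genes.

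Among lists that did not pass in hypertrophic ACMs, Tcf21 was the 1 of 11 epicardial markers that was higher, at 1.45 (SE 0.32). Of 23 TCA cycle genes, Pdk1 was higher, at 0.61 (SE 0.15), and Dlat lower. Pfkp and Slc2a1 were the 2 higher of 21 glycolysis genes, at 1.32 (SE 0.21) and 1.00 (SE 0.19). Egr2 was higher, at 1.56 (SE 0.19), and Dnajb1 lower among 23 immediate early and heat shock genes. Of 14 smooth muscle and pericyte markers, Cspg4 was higher, at 0.77 (SE 0.19), and Abcc9, at -0.83 (SE 0.18), and Acta2 were lower. Kcnd2, at -0.78 (SE 0.18), was the 1 lower of 28 ion channel genes, and Rpl3, at 0.95 (SE 0.17), the 1 higher of 57 ribosomal protein genes. Leaving out 1 array ended the calls of Tcf21, Pdk1, Dlat, Slc2a1, Cspg4, Abcc9, Acta2 and Kcnd2, each array ended at least 1 of them, and the highest adjusted p from limma was 0.148, for Cspg4. Of immediate early and heat shock genes, 2 were higher without either embryonic replicate, and 3 and 2 were lower without normal ACM replicates 1 and 2. None of 37 respiratory chain genes, 14 cell cycle inhibitors, 18 cardiac transcription factors, 9 erythroid, 3 neural and 3 sex-linked genes passed with limma. At an unadjusted p under 0.05, 1 respiratory chain gene was lower, 1 inhibitor was higher and 2 lower, 1 transcription factor was higher, and none of the others. Adjusted p-values of these lists from camera ran from 0.0560 to 0.937. Against no change, fry of limma gave an adjusted p of 0.0119 for the epicardial, 0.0220 for the TCA cycle and 0.0174 for the glycolysis list.

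Of genes the paper names, Actn2, at 0.03 (SE 0.19), and Myl2, at -0.16 (SE 0.19), did not pass in embryonic CMs, and Runx1 was below background there and in normal ACMs. Runx1 passed the filter of detection on at least 2 of the 8 arrays, so it was detected on hypertrophic ACM arrays. The other values in this paragraph are for embryonic CMs only. Dab2 was higher, at 2.05 (SE 0.53), and was lost without embryonic replicate 2 (adjusted p = 0.0534 from limma). Cacna1c was lower, at -0.75 (SE 0.24), and was lost without embryonic replicate 1 or 2 or normal ACM replicate 2 (adjusted p up to 0.158 from limma).

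In normal ACM replicate 2, 40 interferon-inducible genes stood a median of 3.17 on the log2 scale above the mean of the other 2 replicates, and 38 of them by over 1, against 245 of 9763 other genes. Leukocyte markers that are not interferon-inducible were higher there too, by a median of 1.61 over 15 genes, as leukocytes in that sample would need, with Lyz1 at a log2 intensity of 11.76, against 9.07 and 10.08. Normalization is argued against by a median of 3.36 under median scaling. Leukocytes like those of the hypertrophic samples are argued against as the whole cause, since against these samples the interferon-inducible genes stood higher by a median of 2.78 (quartiles 1.47 and 4.43) and the leukocyte markers by 0.29 (quartiles -0.12 and 0.57), a difference of 2.49. Activated leukocytes or an interferon response of other cells may lie behind it and stay open, and without this array 4 interferon-inducible genes were higher and 1 lower in hypertrophic ACMs, and 2 higher and 11 lower in embryonic CMs. With it, none passed in hypertrophic and 2 in embryonic CMs with limma.

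In 6 genes (Cops8, H2-DMa, H2-Ea, Pdrg1, Sspn and Vmn1r65), in 7 cases, replicates of a group fell into high and low ones at least 4 apart on the log2 scale. A sequence variant under the probe in some animals may do so, but 0 cases had another kept probe of the gene, so the test could not be made. H2-DMa, H2-Ea and Vmn1r65 were high in normal ACM replicate 2 alone, the array whose interferon-inducible genes stood high. What lies behind that pattern may also lie behind some of these cases, which was not tested.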
